# Neonatal pulmonary vascular remodeling induced by increased blood flow is associated with an antiviral-like immune signature

**DOI:** 10.3389/fimmu.2026.1780303

**Published:** 2026-03-04

**Authors:** Sixie Zheng, Hao Li, Siqi She, Yiting Xue, Debao Li, Jiapei Wang, Jing Wang, Yuqing Hu, Lincai Ye

**Keywords:** increased pulmonary blood flow, left-to-right shunt, lung, neonatal animal models, pulmonary vascular remodeling

## Abstract

**Background:**

Approximately 70% of pediatric pulmonary arterial hypertension (PAH) is associated with congenital heart disease causing increased pulmonary blood flow (IPF). The developing neonatal lung is highly susceptible to hemodynamic stress, yet the direct causal link and mechanisms of neonatal IPF-induced pulmonary vascular remodeling remain poorly understood due to the lack of suitable animal models that recapitulate this critical developmental window.

**Methods:**

We established a novel neonatal mouse model of IPF by performing an aortocaval fistula (ACF) on postnatal day 7(P7). Pulmonary hemodynamics were assessed by ultrasound at P30. Vascular remodeling was evaluated through histology (H&E, α-SMA immunofluorescence) and molecular analysis of phenotypic markers (Spp1, Myh11). Transcriptomic profiling (RNA-seq) and pathway enrichment analysis were employed to uncover underlying mechanisms, with flow cytometry and immunosuppression (Cyclosporin A) and type I interferon receptor blocker (MAR1-5A3) used for functional validation.

**Results:**

The neonatal ACF model successfully induced a left-to-right shunt, resulting in significant IPF and right ventricular volume overload. IPF mice exhibited pronounced pulmonary small vessel remodeling, evidenced by increased α-SMA intensity, elevated synthetic-phenotype marker (Spp1) expression, and decreased contractile-phenotype marker (Myh11). Transcriptomic analysis revealed a dominant immune signature, with the most enriched pathways being antiviral and interferon-response related (response to virus and IL-17 signaling). This was corroborated by a significant increase in pulmonary CD4+ and CD8+ T cells. Crucially, immunosuppressive treatment and type I interferon receptor blocker attenuated vascular remodeling.

**Conclusions:**

We provide the direct experimental evidence that neonatal IPF alone is sufficient to drive pulmonary small vessel remodeling. The process is fundamentally mediated by an activated immune response characterized by an antiviral-like signature, a mechanism distinct from those reported in classic adult PAH models. This novel model offers a critical platform for investigating the developmental-specific pathogenesis of pediatric PAH and bridging the translational “valley of death.”

## 1 Introduction

Pulmonary arterial hypertension (PAH) in children represents a severe clinical challenge with distinct pathophysiology from adult disease (1–3). Notably, approximately 70% of pediatric PAH cases are associated with increased pulmonary blood flow (IPF), primarily due to congenital cardiac left-to-right shunts (4–6). This highlights IPF as a predominant causative factor in this population. The developing pediatric lung, particularly during the rapid postnatal alveolar and vascular maturation phase (approximately postnatal days 0–30 in rodents), exhibits unique vulnerability (7–10). However, a critical gap exists in preclinical research: there is a notable lack of animal models that faithfully recapitulate PAH development during this specific developmental window (11–13). Traditional models induced by chronic hypoxia or agents like monocrotaline in adult animals fail to capture the complex interplay of hemodynamic stress and ongoing lung development (11–13).

This translational disconnect is further evidenced by the so-called “valley of death” in PAH therapeutics (11, 14). Numerous compounds demonstrating remarkable efficacy in standard adult animal models have subsequently failed in human clinical trials (11, 14), underscoring the inadequacy of existing models for predicting clinical success, especially for pediatric PAH. To address this gap, we previously established a neonatal mouse model of IPF by creating an aortocaval fistula (ACF) to induce a left-to-right shunt (15–18). This model successfully recapitulated key clinical features, including right ventricular volume overload and IPF, leading to impaired alveolar development (15–18).

Building upon this foundation, the present study aims to investigate a pivotal, yet experimentally unconfirmed, clinical sequela: whether neonatal IPF directly instigates pulmonary small vessel remodeling, the fundamental pathological lesion of PAH. Furthermore, we preliminarily explore the underlying molecular mechanisms. By establishing a direct causal link between developmental-stage-specific IPF and vascular pathology, this work seeks to provide a novel and more clinically relevant platform. This model holds significant potential for elucidating the mechanisms of pediatric PAH progression and for bridging the “valley of death” by facilitating the testing of therapeutic strategies in a context that mirrors the human disease condition more accurately.

## 2 Materials and methods

### 2.1 Data availability and ethics statement

The RNA-seq datasets generated and analyzed during the current study are available in the GEO repository under the accession number GSE291221. All other relevant data supporting the findings are available from the corresponding author upon reasonable request. All animal experimental procedures were reviewed and approved by the Shanghai Children’s Medical Center Institutional Animal Care and Use Committee (IACUC Approval No. SCMC-LAWEC-2024-1127). All methods were performed in accordance with the relevant guidelines and regulations (e.g., ARRIVE guidelines).

### 2.2 Study design

This study was designed to investigate the impact of neonatal IPF on pulmonary small vessel remodeling and its underlying immune-related mechanisms (**Figures 1A, B**). Neonatal C57BL/6J mice were randomly assigned to either the IPF model group (subjected to aortocaval fistula surgery, ACF) or the sham-operated control group. The primary endpoint was the assessment of pulmonary vascular remodeling via histological and molecular analyses at postnatal day 30 (P30). Secondary endpoints included hemodynamic validation by ultrasound, transcriptomic profiling, and immunophenotyping. An additional interventional arm involved treating a subset of IPF mice with the immunosuppressant Cyclosporin A (CsA, 20 mg/kg/3 day, starting at P14 and continued until P30) or type I IFN receptor blocker MAR1-5A3 (GTX14637, Beyotime, Shanghai, 12.5mg/kg/2 day) to evaluate the functional role of the immune response.

**Figure 1:**
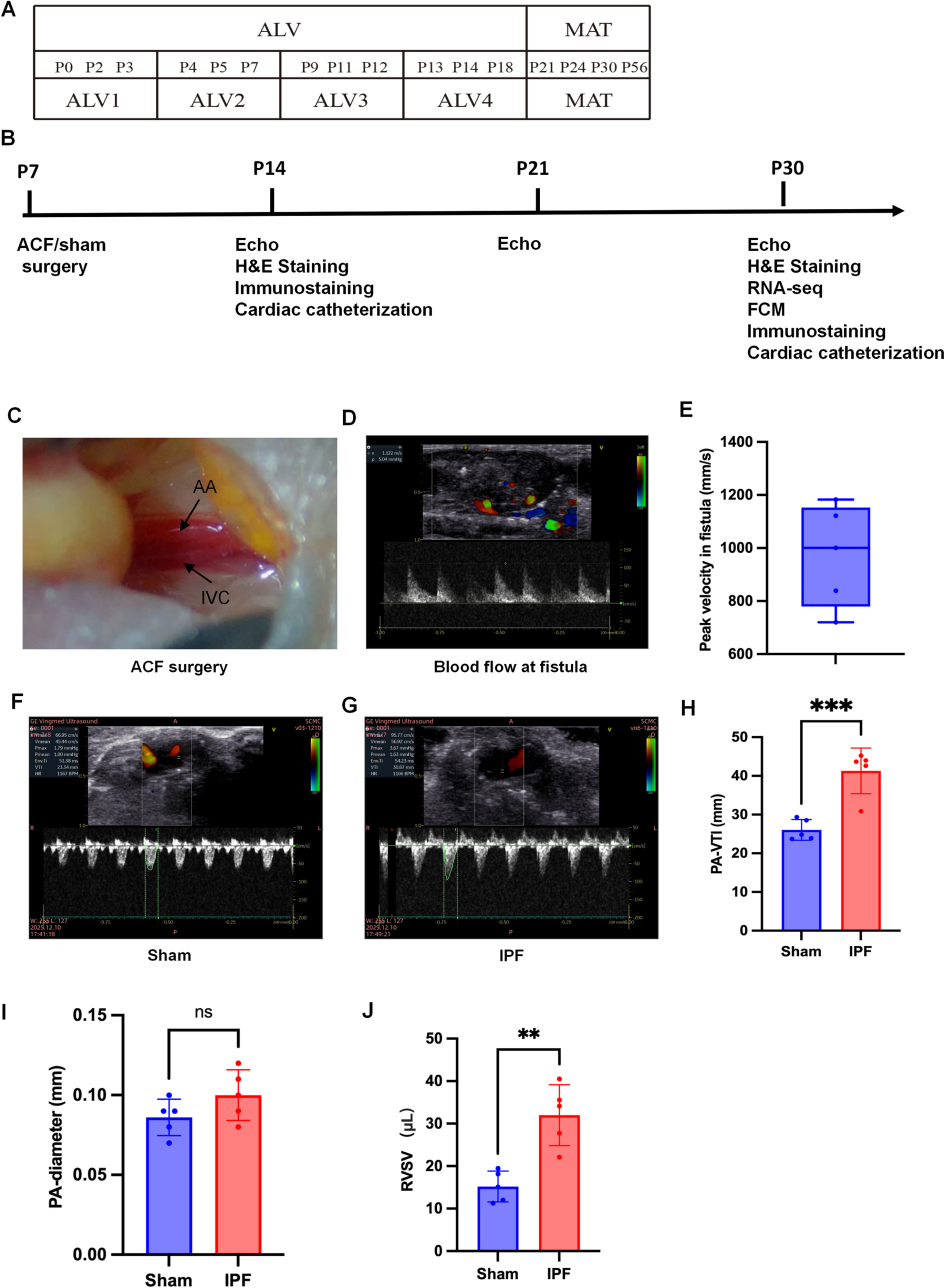
Establishment and validation of the neonatal increased pulmonary flow (IPF) model. **(A)** Schematic timeline of mouse postnatal lung development. **(B)** The experimental design. ACF surgery was performed at postnatal day 7 (P7, alveolar stage), with analyses at P30 (maturation stage). **(C)** Representative bright-field image of the site for ACF surgery. **(D, E)** Abdominal ultrasound imaging confirming turbulent shunt flow and its velocity (550 mm/s). **(F–H)** Echocardiography showing a significant increase in the pulmonary artery velocity time integral (PA-VTI). **(I)** Quantification of pulmonary artery diameter, showing no significant change. **(J)** Quantification of right ventricular stroke volume (RVSV), demonstrating a significant increase. Data are mean ± SD; **p < 0.01, ***p < 0.001 vs. Sham group (unpaired t-test). n = 5 per group.

The primary discovery cohort consisted of sham-operated and ACF (IPF) mice used for hemodynamic, histological, and transcriptomic analyses. Interventional studies (CsA and type I IFN receptor blockade) were performed in independent experimental cohorts separate from the primary discovery cohort. In each interventional cohort, IPF mice receiving drug treatment and corresponding IPF control mice receiving vehicle were generated within the same surgical and experimental batch to minimize batch effects. Sham-operated animals from the same time period were used as reference controls when appropriate.

Due to the limited tissue volume of neonatal mouse lungs, cohort usage and tissue allocation were predefined before experiments. Separate animal cohorts were used for major assay categories to ensure adequate sample quality and avoid cross-assay interference. Specifically, whole lung tissue from designated animals was used for RNA sequencing, perfused and fixed lungs were used for histological and immunofluorescence analyses, and freshly dissociated lungs were used for flow cytometry.

qRT-PCR validation was performed using RNA derived either from the RNA-seq cohort or from an independent validation cohort processed in parallel. Each animal was assigned to a primary assay category at the time of sacrifice and was not reused across incompatible downstream assays.

### 2.3 Animals and ACF surgery

Timed-pregnant C57BL/6J mice were raised in our laboratory. Pups of both sexes were used on postnatal day 7 (P7) for surgery. Animals were randomly assigned to sham or ACF groups at the time of surgery, with sex-balanced allocation performed when feasible within each litter. No animals were excluded based on sex. Perioperative survival was recorded prospectively. Deaths occurring within 24 h after surgery were defined as surgery-related mortality. Early (24–72 h) and late (>72 h to endpoint) mortality were also recorded. Survival and baseline characteristics, including sex distribution and body weight at surgery, are summarized in **Supplementary Table 1**.

Mice were anesthetized by isoflurane inhalation (2-3% for induction, 1-2% for maintenance) and placed on a heating pad. Under a stereomicroscope, a midline abdominal incision was made. The abdominal aorta and inferior vena cava (IVC) were carefully isolated. An 9–0 needle (0.07 mm diameter) was used to create a puncture between the adjacent vessels, followed by a 11–0 nylon suture (Ethicon) to establish a permanent fistula. Patency was confirmed by visual observation of pulsatile, turbulent flow. For sham operations, vessels were isolated but not punctured. The abdominal wall and skin were closed in layers. Pups were warmed until recovery and returned to the dam. Analgesia (buprenorphine, 0.05 mg/kg) was administered postoperatively.

### 2.4 Abdominal ultrasound and echocardiography

At P30, mice were anesthetized with 1.5% isoflurane. Abdominal ultrasound was performed using a Vevo 3100 high-resolution imaging system (Fujifilm VisualSonics) with an MX550D transducer to visualize the ACF fistula and measure shunt flow velocity. Transthoracic echocardiography was then conducted. Pulmonary artery outflow was assessed in a parasternal short-axis view to measure the pulmonary artery velocity time integral (PA-VTI) and diameter. Right ventricular (RV) dimensions and function were analyzed from an apical four-chamber view. Right ventricular stroke volume (RVSV) was calculated as: RVSV [mL] =1/4 × πD^2^× PA-VTI. All measurements were averaged over three consecutive cardiac cycles by an investigator blinded to group allocation.

### 2.5 Cardiac catheterization

Hemodynamic measurements were obtained by cardiac catheterization using an open-chest approach under general anesthesia. After tracheal intubation and mechanical ventilation, a left thoracotomy was performed to expose the heart. Millar catheter transducer (ADInstruments, SPR-671NR) was directly inserted into the right ventricle under visual guidance and further advanced into the pulmonary artery for continuous pressure recordings. Right ventricular systolic pressure (RVSP) and pulmonary arterial pressure were recorded and analyzed using PowerLab system (ADInstruments). Hemodynamic parameters were derived from stable waveform segments.

### 2.5 Hematoxylin and eosin staining

After hemodynamic assessment, lungs were perfused with PBS via the right ventricle, followed by inflation and fixation with 4% paraformaldehyde (PFA) at a constant pressure of 25 cm H_2_O. Tissues were paraffin-embedded and sectioned at 5 μm thickness. Sections were deparaffinized, rehydrated, and stained with H&E using standard protocols.

### 2.6 Immunofluorescence

Paraffin sections underwent antigen retrieval in citrate buffer. After blocking with 5% normal donkey serum, sections were incubated overnight at 4 °C with primary antibodies: rabbit anti-α-Smooth Muscle Actin (α-SMA, 1:400, Abcam ab5694). After washing, appropriate fluorescently-labeled secondary antibodies (Alexa Fluor 594, 1:500, Invitrogen) were applied. Nuclei were counterstained with DAPI. Fluorescence images were acquired using a confocal microscope (Zeiss LSM 880). The integrated fluorescence density of α-SMA+ vessels in consistent fields of view was quantified using ImageJ.

### 2.7 RNA sequencing and analysis

Total RNA was extracted from snap-frozen whole lung tissue (n=4–5 per group) using TRIzol reagent. RNA integrity was verified (RIN > 8.0) by Bioanalyzer. Libraries were prepared with the KAPA mRNA HyperPrep Kit and sequenced on an Illumina NovaSeq 6000 platform (150 bp paired-end). Raw reads were quality-trimmed using Fastp and aligned to the mouse reference genome (GRCm39) using HISAT2. Gene expression quantification was performed with StringTie. Differential expression analysis (IPF vs. Sham) was conducted using DESeq2 with thresholds of |log2FoldChange| > 1 and adjusted p-value (q-value) < 0.05. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses were performed using the clusterProfiler R package.

### 2.8 qRT-PCR

qRT-PCR was performed to validate key differentially expressed genes identified by RNA-seq. Total RNA (1 µg) was reverse transcribed into cDNA using the PrimeScript RT reagent Kit (Takara). Quantitative PCR was carried out on a LightCycler 96 System (Roche) using SYBR Green Premix Pro Taq HS (Accurate Biology). Gene expression was normalized to the housekeeping gene Gapdh and calculated using the 2^(-ΔΔCt) method. Primer sequences for target genes are listed in **Supplementary Table 2**.

### 2.9 Flow cytometry

Single-cell suspensions were prepared from perfused lung tissue by mechanical dissociation and enzymatic digestion (Collagenase IV/DNase I). Red blood cells were lysed. Cells were blocked with anti-CD16/32 antibody and stained with fluorochrome-conjugated antibodies for surface markers: BV605 anti-CD45 (30-F11), PE-Cy7 anti-CD4 (GK1.5), and APC anti-CD8a (53-6.7). Corresponding isotype controls were used. Cells were analyzed on a Beckman CYTOFLEX flow cytometer. Data were processed using FlowJo software (v10.8.1), gating on live, singlet, CD45+ leukocytes.

### 2.10 Statistical analysis

All data are presented as mean ± standard error of the mean (SEM). Statistical analyses were performed using GraphPad Prism (v9.0). Normality was assessed using the Shapiro-Wilk test. For comparisons between two groups (Sham vs. IPF), an unpaired, two-tailed Student’s t-test (parametric) or Mann-Whitney U test (non-parametric) was used. For comparisons involving multiple groups (e.g., Sham, IPF, IPF+CsA), one-way ANOVA with Tukey’s *post-hoc* test or Kruskal-Wallis with Dunn’s test was applied accordingly. A p-value < 0.05 was considered statistically significant.

## 3 Results

### 3.1 Establishment and validation of the neonatal IPF model

As depicted in **Figures 1A**, the neonatal mouse lung undergoes rapid postnatal development, progressing through the alveolar stage (ALV stage, postnatal days 0-18) followed by the lung maturation stage (M stage, days 21-56) (7–10). To create a left-to-right shunt, we performed an aortocaval fistula (ACF) surgery on postnatal day 7 (ALV2 stage). Subsequent analyses, including echocardiography, RNA-seq, and flow cytometry, were conducted on postnatal day 30 (M stage) (**Figure 1B**). Following ACF surgery (**Figure 1C**), pulsatile blood flow was clearly visible at the fistula site with a velocity of 550 mm/s (**Figures 1D, E**). Echocardiographic assessment revealed a significant increase in the velocity time integral of the pulmonary artery (**Figures 1F–H**). While the diameter of the pulmonary artery showed no significant change (**Figure 1I**), the right ventricular stroke volume (RVSV) was markedly increased (**Figure 1J**). These results indicate the successful induction of a left-to-right shunt leading to increased pulmonary blood flow during the neonatal period, consistent with clinical investigation (5, 6). Serial abdominal ultrasound confirmed shunt persistence from P7 to P30, demonstrating the model’s hemodynamic stability (**Supplementary Figures 1A, B**). Baseline characteristics, including litter size, sex distribution, and perioperative survival, showed no significant intergroup differences at surgery (**Supplementary Table 1**), supporting balanced allocation and minimizing selection bias.

### 3.2 Transcriptomic analysis confirms the robustness of the IPF model

We next performed RNA-seq analysis on the model. 

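An aortocaval fistula joins the abdominal aorta to the inferior vena cava, so that more blood returns to the right heart and passes through the lungs. mRNA of whole lungs was sequenced at P30, after the operation at P7, from 5 mice of the IPF group and 5 of the sham group, while the methods give 4 to 5 per group. The paper names the KAPA mRNA HyperPrep kit for the libraries, and the sample records name NEBNext Ultra. The authors trimmed the paired reads with Fastp, aligned them with HISAT2, assembled and quantified transcripts with StringTie, and deposited 1 FPKM value (fragments scaled by gene length and by library size) per gene and sample for 54532 genes. The methods name GRCm39 as the genome, but the gene positions in the authors' table are those of GRCm38: the last gene of chromosome 1 ends at position 195323493, beyond the end of that chromosome in GRCm39.
Every FPKM value was a whole multiple of the value of 1 read on that gene in that sample, so the number of reads on genes could be recovered. It ranged from 16250190 to 19026843 in the IPF group, with a median of 18264357, and from 15483046 to 17818542 in the sham group, with a median of 16386455. Between 22475 and 25486 genes per sample had a value above 0. Pairs of samples of the same group differed by far more than the sampling noise of their reads (chi-square per degree of freedom from 4.78 to 37.3), so no 2 libraries were copies of each other. The IPF and sham samples share replicate numbers, but samples with the same number did not deviate together from their group means.
The paper called DEGs with DESeq2, which needs read counts as its input. From the FPKM values, genes were tested here with limma (trended variances) on log2(FPKM + 0.1), with Benjamini-Hochberg adjustment over the 20448 genes whose mean FPKM was at least 0.1. A gene was called differentially expressed at the paper's limits, an adjusted p under 0.05 and an absolute log2 fold change above 1. Fold changes are on the log2(FPKM + 0.1) scale, which understates the change of genes with low values. A group whose samples all hold at most 3 reads of a gene was treated as at the floor, and a fold change against it is given as a lower bound. Floors and error ranges cover counting error and the spread between mice only. Reads that paralogs or overlapping genes share can have been assigned to either gene, since the paper's text does not say whether strand was used.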

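Of the 20448 genes tested, 233 passed both limits, 139 of them higher and 94 lower in the IPF group. An adjusted p under 0.05 alone was reached by 1196 genes, 759 higher and 437 lower. The choice that moved the count most at these limits was the pseudocount: with 1 in place of 0.1, 74 genes passed, 38 higher and 36 lower. When each sample was left out in turn, between 164 (without IPF replicate 4) and 303 (without IPF replicate 5) genes passed. In 199 of the 233 genes the 5 IPF and the 5 sham samples did not overlap, and among all genes tested this held for 7.29%, where chance gives 0.794%.
Among the called genes without overlap and with a mean of at least 1 FPKM in either group, Xist (ENSMUSG00000086503, chromosome X of GRCm38, 103460366 to 103483254) had the largest positive change. Xist is the non-coding RNA that silences an X chromosome in female cells, and it overlaps Tsix on the opposite strand. Its level was 34.1 ± 8.43 FPKM (SD, n = 5) in the IPF group and 0.0493 ± 0.0225 FPKM (SD, n = 5) in the sham group, a log2 fold change of 7.82 (standard error 0.17, adjusted p = 4.59e-10 from limma). Arntl (ENSMUSG00000055116, chromosome 7, 113207465 to 113314126), a transcription factor of the circadian clock, followed with 5.84 ± 1.50 against 0.366 ± 0.0634 FPKM (SD, n = 5 each), a log2 fold change of 3.63 (standard error 0.20, adjusted p = 2.58e-06 from limma). Npas2 (ENSMUSG00000026077, chromosome 1, 39193731 to 39363236), which belongs to the same clock, rose by 3.44 on the log2 scale (standard error 0.29, limma adjusted p = 9.84e-05). The microRNA gene Gm22991 rose by 3.24, from 0 to 2 reads per sham sample to 3 to 9 reads per IPF sample, at least 1.65-fold, and its limma adjusted p was above 0.05 in 7 of the 10 fits that each left out 1 sample. The pseudogene I830127L07Rik rose by 2.52 (limma adjusted p = 0.00277).
By the fitted change with a pseudocount of 0.1, the 5 genes that fell furthest lie on the Y chromosome. This order depends on the pseudocount. With 1, Nr1d1 (log2 fold change -3.68) fell further than all of them but Ddx3y (-4.185). The others were Eif2s3y (-3.42), Uty (-1.79), Kdm5d (-1.53) and Gm29650 (-1.53). Ddx3y (ENSMUSG00000069045, 1260771 to 1286629) was at 17.4 ± 3.07 FPKM (SD, n = 5) in the sham group, and no read of it was found in any IPF sample, so it was at least 532-fold lower there (limma adjusted p = 8.86e-11). Eif2s3y was at least 243-fold lower (ENSMUSG00000069049, 1010543 to 1028847, limma adjusted p = 1.43e-09), Kdm5d at least 172-fold, Uty at least 144-fold and the non-coding Gm29650 at least 8.52-fold, each with 0 reads in all 5 IPF samples. Xist and these Y-linked genes therefore divided the samples exactly by group. This is the pattern of female IPF and male sham lungs. Differences between these groups can therefore not be told apart from differences between the sexes. The other clock genes with a label in Fig. 2A fell: Dbp (ENSMUSG00000059824, chromosome 7, 45705088 to 45710203) from 26.4 ± 2.61 to 2.26 ± 0.707 FPKM (SD, n = 5 each; log2 fold change -3.53, limma adjusted p = 4.99e-07) and Nr1d1 (ENSMUSG00000020889, chromosome 11, 98767932 to 98775333) from 36.3 ± 5.08 to 2.08 ± 1.31 FPKM (SD, n = 5 each; log2 fold change -4.23, limma adjusted p = 3.36e-05). Of the 20 genes labelled in Fig. 2A, all 20 had the direction shown there and 16 passed both limits, among them Adm (log2 fold change 2.50, limma adjusted p = 3.86e-07) and Avpr1a (1.96, 0.0141), which holds 2 to 10 reads per sham sample. Krt20 (limma adjusted p = 0.103), Cxcl5 (0.0794), Acod1 (0.333) and Gm5930 (0.0605) did not; they have few reads, and Krt20 and Acod1 are at the floor in the sham group. Gm32857, with at most 3 reads in an IPF sample, had a limma adjusted p of 0.0513 without sham replicate 3. With the replicate number as a block, the limma adjusted p was 0.0568 for Gm32857 and 0.0537 for Avpr1a.

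**Figure D1:**
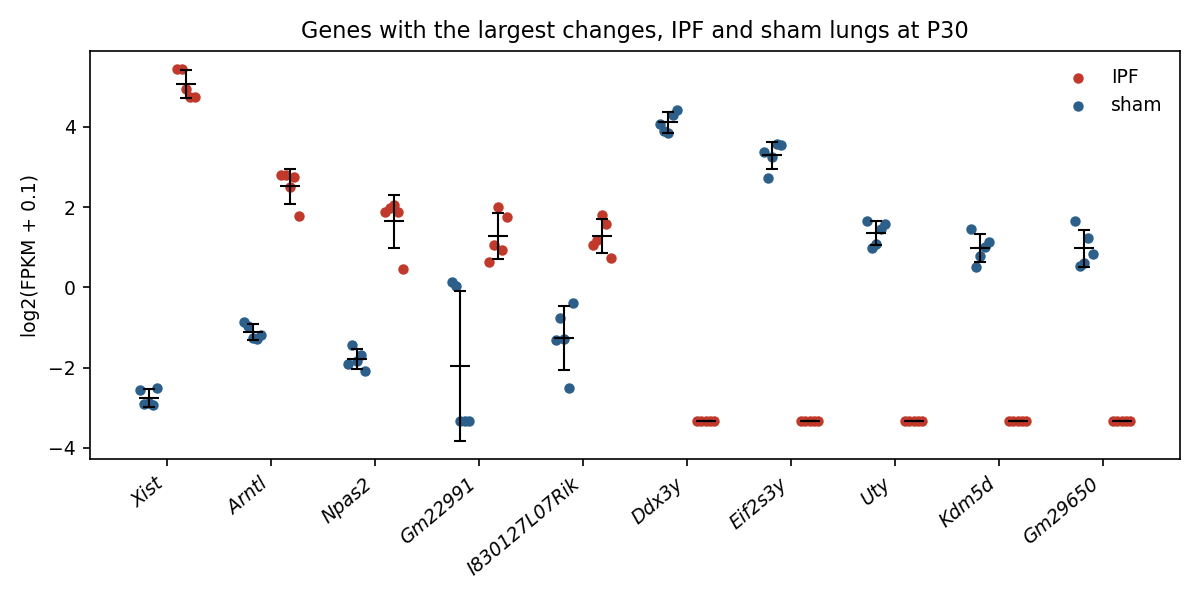
Expression of the 5 genes with the largest positive and the 5 with the largest negative change, as log2(FPKM + 0.1) on the vertical axis. Each point is 1 of 5 sham (blue) or 5 IPF (red) lungs, and black lines give the mean and SD; the Y-linked genes have 0 reads in every IPF lung, and Gm22991 has at most 9 reads in any lung.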

IPF induction resulted in 304 differentially expressed genes (DEGs) (q-value < 0.05 && |log2FC| > 1), among which 112 were upregulated and 192 were downregulated (**Figure 2A**). 

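Samples were clustered by average linkage on the correlation distance of log2(FPKM + 1). On the 233 called genes, the first division placed all 10 samples with their own group, and it did so also with complete linkage on the Euclidean distance. These genes were chosen for a difference between the groups, so that division is not independent of the test. Within the branches, IPF replicate 5 and sham replicate 1 joined the other samples of their group last. On all 31425 genes with a value above 0, and on the 31192 of them that were not called, the first division set sham replicate 1 apart from the 9 other samples. The mean Spearman correlation of sham replicate 1 with the others, taken across genes, which are not independent replicates, was 0.901, and that of each of the 9 others lay between 0.918 and 0.920.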

Cluster analysis of these DEGs demonstrated clear separation between groups and high similarity within groups (**Figure 2B**), suggesting a highly consistent pulmonary remodeling phenotype induced by IPF. This finding was further corroborated by PCA analysis, which showed distinct separation between the IPF and sham groups along principal components (**Figure 2C**).

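In the principal component analysis of log2(FPKM + 1), over genes scaled to unit variance, PC1 carried 23.2% of the variance and PC2 14.0%. PC1 placed all 5 IPF samples, with scores from -85.5 to -18.0, below all 5 sham samples (exact permutation test, two-sided p = 0.00794, the smallest p that 5 against 5 allow). One sham sample carried much of this axis: sham replicate 1 had a score of 215.7 and the other sham samples lay between 1.61 and 32.4. Without sham replicate 1, the first component held 19.6% of the variance and still ordered each IPF sample on one side of each sham sample (exact permutation test, two-sided p = 0.0159). The same order was found on autosomal genes alone and on the genes that were not called. PC2 ordered 88.0% of the 25 IPF-sham pairs (exact permutation test, two-sided p = 0.0317), but 55% without sham replicate 3 (p = 0.992), 75.0% without sham replicate 1 (p = 0.325) and 68% when the genes were centred and not scaled (p = 0.413). From the clustering and this separation, the paper proposes that IPF induces a uniform pulmonary remodeling phenotype.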

**Figure 2:**
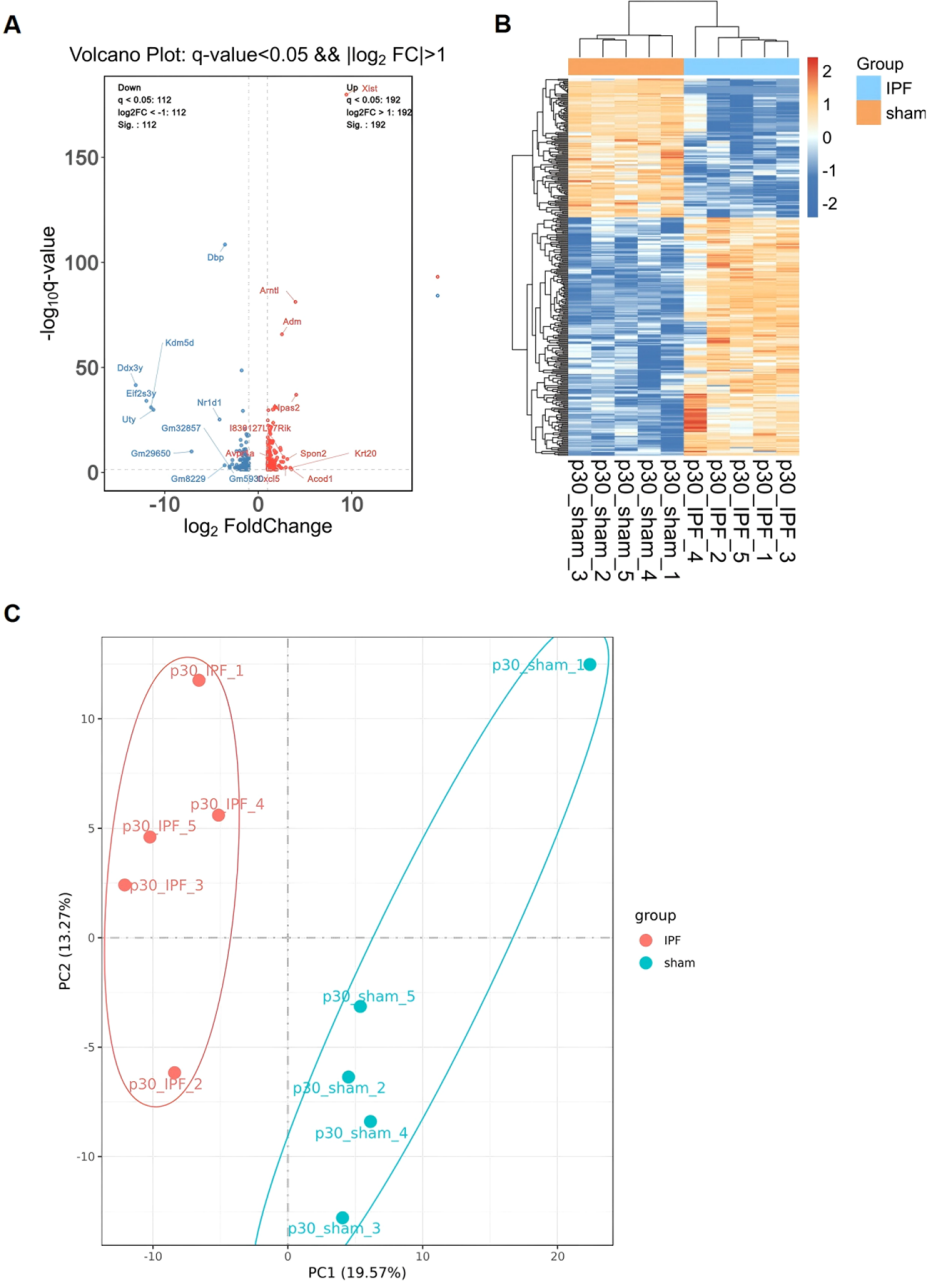
Transcriptomic profiling confirms a robust IPF-induced phenotype. **(A)** Volcano plot of differentially expressed genes (DEGs) in lung tissues from IPF vs. Sham mice (q-value < 0.05 and |log2FC| > 1). Red and blue dots represent up- and down-regulated genes, respectively. **(B)** Heatmap of hierarchical clustering analysis of the DEGs, showing clear separation between IPF and Sham groups. **(C)** Principal component analysis (PCA) plot demonstrating distinct transcriptomic profiles between the two groups.

### 3.3 Neonatal IPF significantly induces pulmonary small vessel remodeling

Although clinical observation identifies IPF as a prerequisite for pediatric pulmonary hypertension (5, 6), the lack of a neonatal IPF animal model has left the direct causal relationship unconfirmed. As shown in **Figures 3A, B**, immunofluorescence staining revealed that neonatal IPF induced diffuse pulmonary small vessel remodeling, evidenced by a significant increase in the fluorescence density of pulmonary vessels (α-SMA-positive) (**Figure 3B**). This observation was further confirmed by H&E staining (**Figure 3C**). 

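Fig. 4A holds 10 genes, and each had the direction the paper gives. Spp1 (ENSMUSG00000029304, chromosome 5 of GRCm38, 104435118 to 104441050) encodes osteopontin. It was at 48.2 ± 9.06 FPKM (SD, n = 5) in the IPF group and 25.4 ± 5.33 FPKM (SD, n = 5) in the sham group, a log2 fold change of 0.92 (standard error 0.17, adjusted p = 0.00943 from limma), and no IPF sample overlapped a sham sample (exact permutation test, two-sided p = 0.00794). Over the settings tried, this change moved most without IPF replicate 2, to 1.05.
Mmp9 (ENSMUSG00000017737, chromosome 2, 164940780 to 164955850) rose from 1.37 ± 0.325 to 3.08 ± 1.84 FPKM (SD, n = 5 each), a log2 fold change of 0.98 (standard error 0.31). Although all 5 IPF samples lay above all sham samples (exact permutation test, two-sided p = 0.00794), the adjusted p was 0.09995 from limma, since the IPF samples spread from 1.88 to 6.17 FPKM. Over the 12 alternatives it passed 0.05 only with the replicate number as a block (limma adjusted p = 0.0476, where they ranged from 0.0476 to 0.403), and with the score of neutrophil genes as a covariate its log2 fold change was 0.52.
Myh11 (ENSMUSG00000018830, chromosome 16, 14194535 to 14291372) encodes a smooth muscle myosin heavy chain. It was at 15.9 ± 4.38 FPKM (SD, n = 5) in the IPF group and 19.9 ± 3.19 FPKM (SD, n = 5) in the sham group, a log2 fold change of -0.35 (standard error 0.17, adjusted p = 0.280 from limma). This difference was within the spread between mice (exact permutation test, two-sided p = 0.103): 3 of 5 IPF samples lay below all sham samples. Without IPF replicate 3, in which genes of ciliated airway cells were high, the log2 fold change was -0.49 (limma adjusted p = 0.0543, where leaving out any 1 sample gave up to 0.474).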

Transcriptomic analysis (**Figure 4A**) showed a significant upregulation of Spp1 (a marker gene for synthetic-phenotype SMCs) and Mmp9 (a key metalloproteinase mediating extracellular matrix remodeling in pulmonary hypertension), alongside a significant downregulation of Myh11 (a marker gene for contractile-phenotype SMCs). Furthermore, the expression of key signaling molecules mediating vascular remodeling, such as those in the TGF-β1–3 and SMAD3/YAP1 pathways, was significantly elevated. qRT-PCR validation confirmed these RNA-seq findings with high consistency (**Figure 4B**). Collectively, these results indicate that neonatal IPF contributes to the development of pulmonary small vessel remodeling.

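Tgfb3 (ENSMUSG00000021253, chromosome 12 of GRCm38, 86056745 to 86079041) showed the largest change of the 3 TGF-β genes, from 12.2 ± 1.07 to 21.8 ± 4.49 FPKM (SD, n = 5 each; log2 fold change 0.81, standard error 0.13, adjusted p = 0.00597 from limma). Tgfb2 (ENSMUSG00000039239, chromosome 1, 186622792 to 186705989) rose by 0.34 on the log2 scale (limma adjusted p = 0.0345), with 3 of 5 IPF samples above all sham samples. Tgfb1 (ENSMUSG00000002603, chromosome 7, 25687002 to 25705077) was at 18.5 ± 0.946 FPKM in the sham and 20.4 ± 1.64 FPKM in the IPF group (SD, n = 5 each), a log2 fold change of 0.14 (limma adjusted p = 0.263) that was within the spread between mice (exact permutation test, two-sided p = 0.0714).
Smad3 (ENSMUSG00000032402, chromosome 9, 63646767 to 63757994) rose by 0.34 (limma adjusted p = 0.0343), and Yap1 (ENSMUSG00000053110, chromosome 9, 7931999 to 8004596) by 0.15 (limma adjusted p = 0.127; exact permutation test, two-sided p = 0.0159), with 5 and 4 of 5 IPF samples above all sham samples. The limma adjusted p of Tgfb2 and Smad3 lies close to 0.05: for Tgfb2 it was above it in 9 of the 10 fits that each left out 1 sample, and for Smad3 in 8 of them.
Of the 2 matrix genes in the same panel, Col8a1 (ENSMUSG00000068196, chromosome 16, 57624258 to 57754737) rose by 0.73 (limma adjusted p = 0.00490). Loxl1 (ENSMUSG00000032334, chromosome 9, 58287738 to 58313186) rose by 0.53 (limma adjusted p = 0.129), and 1 library decided this: IPF replicate 5 was at 36.1 FPKM, within the sham range, and the other IPF samples lay between 65.5 and 76.3 FPKM. Without IPF replicate 5, the log2 fold change of Loxl1 was 0.71 (limma adjusted p = 0.00153, where leaving out any other sample gave up to 0.266).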

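Over all genes tested, 5 of the 10 genes of Fig. 4A had an adjusted p under 0.05 from limma in the direction given, and 8 did when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. None of them passed the log2 fold change limit of 1. The count of 5 fell to 3 without the filter on low values or without trended variances, and lay between 3 and 5 when each sample was left out in turn.
Myh11 and Spp1 were also set beside other genes of the smooth muscle phenotypes for which the paper takes them as markers. These lists were written before the data were examined. Whole-lung RNA does not show which cells the Spp1 reads came from, and Spp1 was not fitted with a leukocyte or macrophage score as a covariate. A list of 20 genes of contractile smooth muscle, Myh11 among them, had a median log2 fold change of -0.06, with 7 genes higher and 13 lower (camera with a preset correlation of 0.01, adjusted p = 0.372 over 35 lists), and 2 genes with a limma adjusted p under 0.05, or 2 adjusted over the list alone. The mean of the contractile list lay below all sham samples in 4 of 5 IPF samples (exact permutation test, two-sided p = 0.238). IPF replicate 3 went the other way and had the highest mean of all samples, at 0.24. A list of 13 genes of the synthetic phenotype, 3 of which are in Fig. 4A, had a median of 0.06 (camera on the limma fit, adjusted p = 0.501). It had 7 genes higher and 6 lower, but its mean was higher in all 5 IPF samples than in all sham samples (exact permutation test, two-sided p = 0.00794), and the rotation test fry, which asks about the list alone, gave an adjusted p of 0.0480. On it 3 genes had a limma adjusted p under 0.05, all higher, and 6 when adjusted over the list alone. For 18 genes induced by TGF-β the median was -0.10 (camera adjusted p = 0.128), with a mean below all sham samples in 4 of 5 IPF samples (exact permutation test, two-sided p = 0.0397), and 3 had a limma adjusted p under 0.05, 1 higher and 2 lower, or 3 adjusted over the list alone. From the staining of the vessels, the changes in Spp1, Mmp9 and Myh11 and the signaling genes, the paper concludes that neonatal IPF contributes to pulmonary small vessel remodeling.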

**Figure 3:**
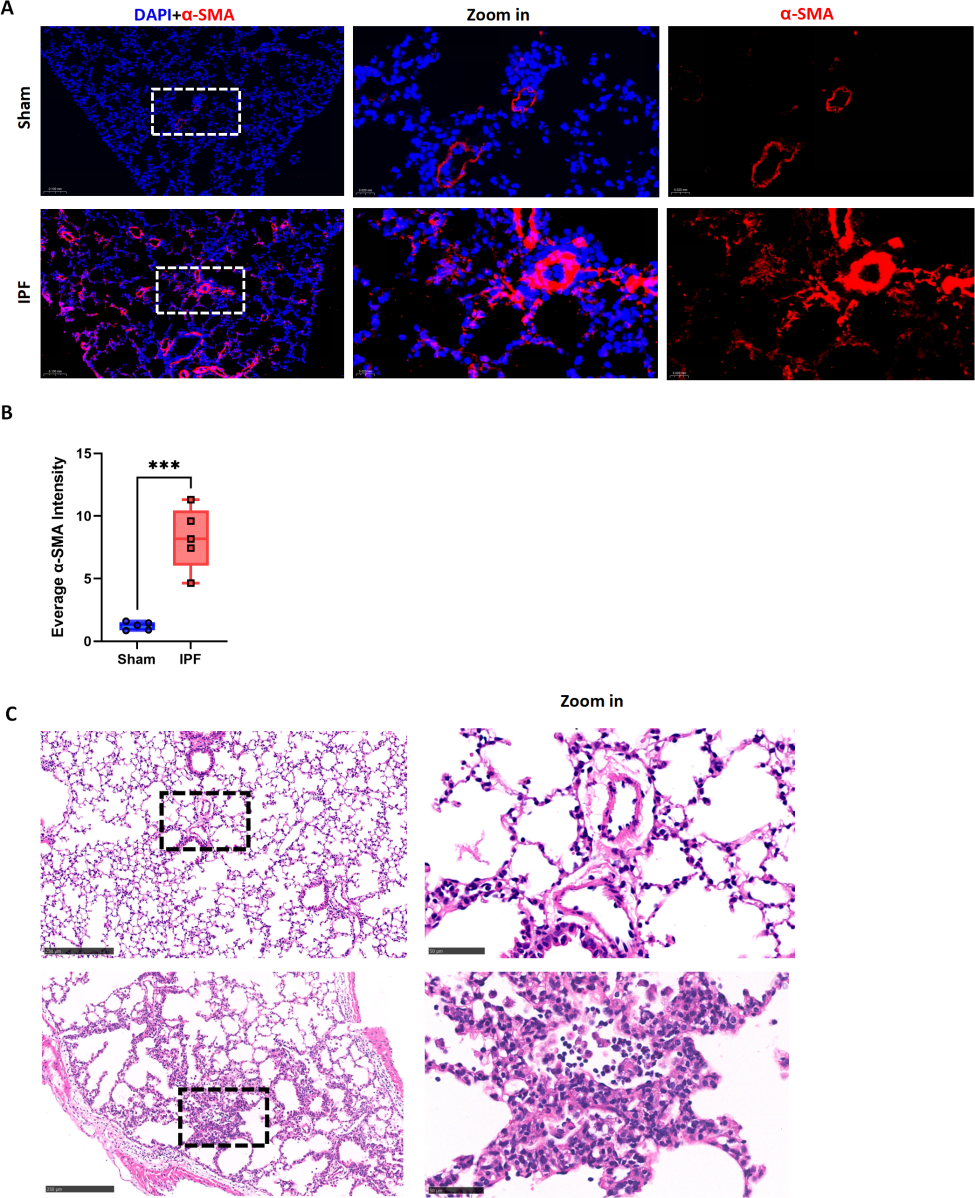
Neonatal IPF induces significant pulmonary small vessel remodeling. **(A)** Representative immunofluorescence images of lung sections stained for α-SMA (red) Nuclei are counterstained with DAPI (blue). **(B)** Quantification of α-SMA integrated fluorescence density, showing a significant increase in the IPF group. **(C)** Representative H&E staining of lung sections. Data are mean ± SD; ***p < 0.001 vs. Sham group (unpaired t-test). n = 5 per group.

**Figure 4:**
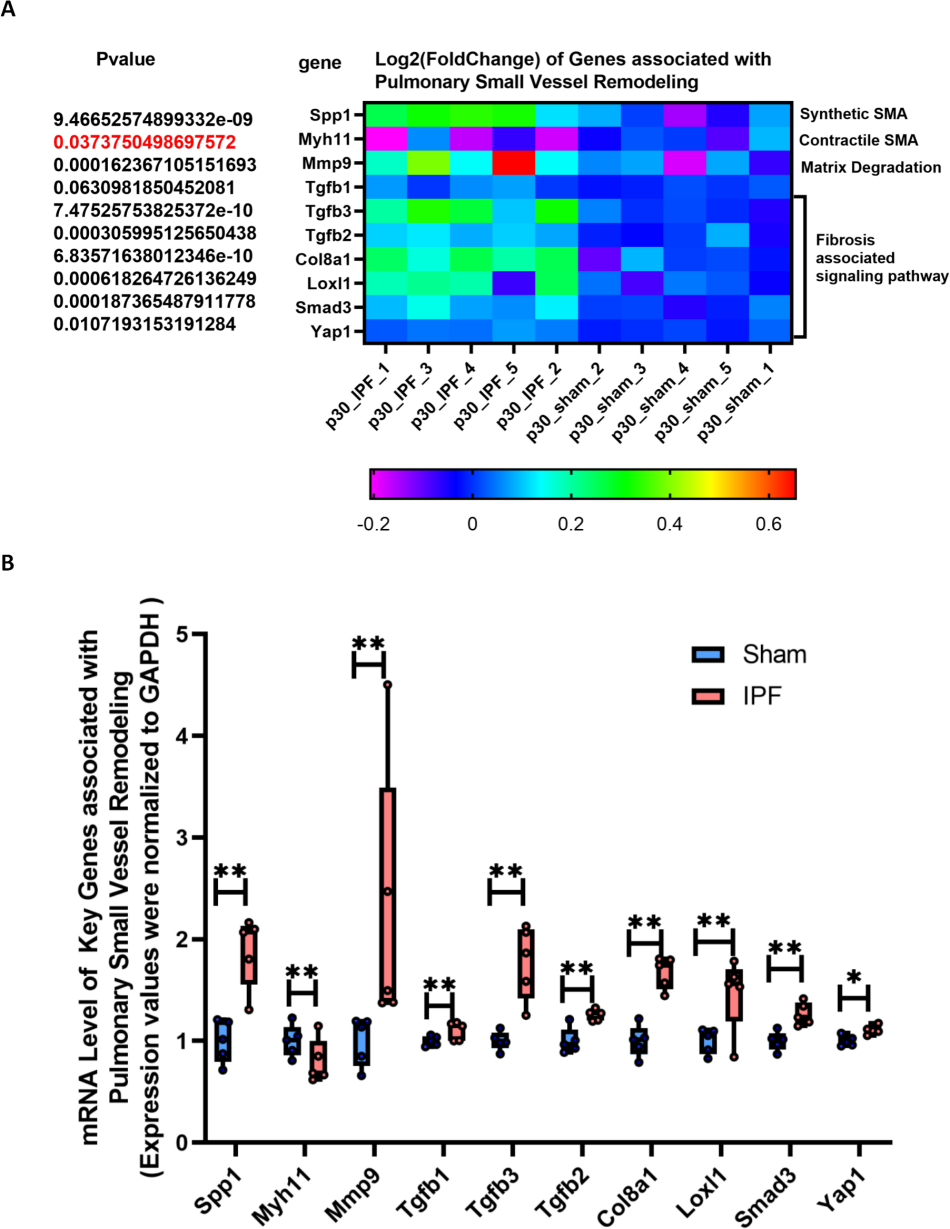
Molecular signatures of vascular remodeling and immune activation. **(A)** Heatmap displaying the expression levels of key genes involved in vascular remodeling (Spp1, Myh11, Mmp9) and signaling pathways (*Tgfb1-3, Smad3, Yap1*) from RNA-seq data. **(B)** qRT-PCR validation of the genes shown in **(A)**, confirming the RNA-seq results. Gene expression is normalized to Gapdh and presented relative to the Sham group. Data are mean ± SD; *p < 0.05, **p < 0.01 vs. Sham group (unpaired t-test). n = 5 per group.

To directly address whether pulmonary vascular remodeling represents an early and progressive consequence of neonatal IPF rather than a late adaptive phenomenon, we further performed additional time-course and hemodynamic analyses. The results showed that from postnatal day 14 (P14) to P30, both α-SMA and HE staining revealed a progressive thickening of the medial layer of pulmonary small vessels. In parallel, right ventricular systolic pressure (RVSP) measured by cardiac catheterization also showed a gradual increase (**Supplementary Figures 2A–D**).

### 3.4 Mechanistic insights into neonatal IPF-induced remodeling

To investigate the mechanisms underlying neonatal IPF-induced remodeling, we performed enrichment analysis on the DEGs. 

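The supplementary table of the enrichment lists the genes behind each Gene Ontology (GO) term, and these genes were followed in the FPKM values. They were chosen by the study on the same samples, so their tests are not independent evidence, and the enrichment itself, which needs the annotation of all genes, was not repeated here. Of the 19 genes under response to virus, 18 were higher and 1, Ddit4, was lower in the IPF group; 15 had a limma adjusted p under 0.05 over all genes, 19 when adjusted over the list alone, and 14 also passed the fold change limit. Ddit4 (ENSMUSG00000020108, chromosome 10 of GRCm38, 59949669 to 59951834), which is also on the list of genes induced by glucocorticoids, had the smallest adjusted p of the term, with 30.6 ± 5.08 FPKM in the sham and 13.8 ± 1.595 FPKM in the IPF group (SD, n = 5 each; log2 fold change -1.14, standard error 0.12, adjusted p = 0.000432 from limma). Gbp4 and Rtp4 came next. Il1b, Zbp1, Oas3 and Ifitm6, named here after their values were seen, did not reach 0.05, with adjusted p up to 0.0847 from limma.
Defense response to virus held 17 of these genes, 13 with an adjusted p under 0.05 from limma. Under response to interferon-beta, all 9 genes were higher, 7 of them with a limma adjusted p under 0.05. Its 3 strongest were Gbp6 (ENSMUSG00000104713, chromosome 5, 105270702 to 105293698), from 0.627 ± 0.127 to 2.14 ± 0.0914 FPKM (SD, n = 5 each; log2 fold change 1.64, adjusted p = 7.57e-05 from limma), Ifi47 (ENSMUSG00000078920, chromosome 11, 49076587 to 49096974; log2 fold change 1.07, limma adjusted p = 0.0001) and Tgtp2 (ENSMUSG00000078921, chromosome 11, 49057194 to 49064206; log2 fold change 1.14, limma adjusted p = 0.00297). Sham replicate 1 was the lowest sham sample of Ifi47, at 6.92 FPKM. Gbp6 has close paralogs, and Ifi47 and Tgtp2 overlap Olfr56, so their reads may have been divided in counting. The narrower term, cellular response to interferon-beta, held 8 genes and defense response to other organism 22, 21 of them found in the FPKM values, of which 7 and 15 had a limma adjusted p under 0.05.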

GO enrichment analysis (**Figures 5A, B**; **Supporting Data 1**) revealed that among the top ten enriched Biological Process (BP) terms, five were related to immune response: “response to virus,” “defense response to virus,” “response to interferon (IFN)-beta,” “defense response to other organism,” and “cellular response to IFN-beta.” Within the top thirty enriched terms, eight were associated with vascular remodeling, including “regulation of systemic arterial blood pressure mediated by a chemical signal,” “collagen metabolic process,” and terms related to extracellular matrix and collagen structure. 

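Regulation of systemic arterial blood pressure mediated by a chemical signal rested on 7 genes in the authors' table, 6 higher and 1 (Rasl10b) lower in the IPF group, and 6 had a limma adjusted p under 0.05, or 7 adjusted over the list alone. Adra1a (ENSMUSG00000045875, chromosome 14 of GRCm38, 66635251 to 66771168), the alpha-1A adrenoceptor, rose from 2.13 ± 0.346 to 4.98 ± 0.841 FPKM (SD, n = 5 each; log2 fold change 1.19, standard error 0.14, adjusted p = 0.000965 from limma). Adrb3 (ENSMUSG00000031489, chromosome 8, 27225776 to 27250616), the beta-3 adrenoceptor, rose by 1.00 on the log2 scale (limma adjusted p = 0.00263). Cpa3 (ENSMUSG00000001865, chromosome 3, 20215620 to 20242181), a carboxypeptidase of mast cells, rose from 0.909 ± 0.247 to 4.86 ± 2.00 FPKM (SD, n = 5 each; log2 fold change 2.20, limma adjusted p = 0.00345).
The genes of collagen metabolic process moved both ways. Of 9, 5 were higher and 4 lower (Tnxb, Rgcc, Ctgf and Mkx), and 5 had a limma adjusted p under 0.05, 2 of them higher and 3 lower; all 9 passed when adjusted over the list alone. Tnxb (ENSMUSG00000033327, chromosome 17, 34670535 to 34719815), a tenascin, fell from 18.7 ± 2.94 to 9.29 ± 0.824 FPKM (SD, n = 5 each; log2 fold change -0.99, limma adjusted p = 0.000490). Rgcc (ENSMUSG00000022018, chromosome 14, 79288756 to 79301645) fell from 232.3 ± 20.51 to 91.4 ± 44.4 FPKM (SD, n = 5 each; log2 fold change -1.45, limma adjusted p = 0.00459), with IPF replicate 5 the highest IPF sample at 169.6 FPKM. Creb3l1 (ENSMUSG00000027230, chromosome 2, 91982328 to 92024502) rose by 1.04 (limma adjusted p = 0.00353), with IPF replicate 5 at 8.99 FPKM and the other IPF samples between 14.6 and 17.3 FPKM. Extracellular matrix organization held 12 genes, 7 higher and 5 lower, and 8 had a limma adjusted p under 0.05, 4 in each direction. In Fig. 5 the enrichment of a term is drawn without regard to these directions.

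**Figure D2:**
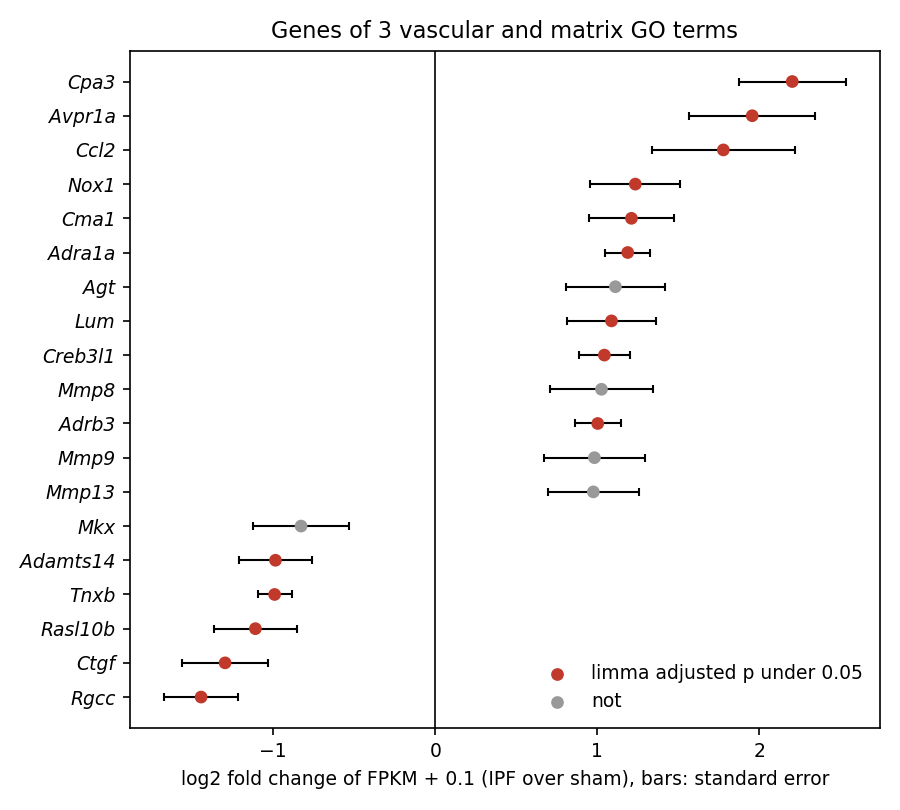
Log2 fold change of FPKM + 0.1 (IPF over sham, 5 lungs each) on the horizontal axis for the 19 genes that the authors' table lists under the terms for blood pressure, collagen metabolism and extracellular matrix. Bars are standard errors and red marks a limma adjusted p under 0.05; 13 genes lie above 0 and 6 below, and Mmp8, Mmp9 and Mmp13 are among those that did not pass.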

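The members of the KEGG pathways are not given with the paper, so the direction of such genes was measured on lists fixed in advance. Of 20 genes induced by IL-17 and TNF, 11 were higher and 9 lower in the IPF group, with a median log2 fold change of 0.37 (camera on the limma fit, adjusted p = 0.202 over 35 lists). By limma 2 of them had an adjusted p under 0.05 over all genes, 1 higher and 1 lower, and 9 when adjusted over the list alone. The mean of the list was nonetheless higher in all 5 IPF samples than in all sham samples (exact permutation test, two-sided p = 0.00794), and fry gave an adjusted p of 0.0480. All 13 genes of natural killer cells and cytotoxic lymphocytes were higher, with a median of 0.91 (camera adjusted p = 3.87e-08); 5 of them had a limma adjusted p under 0.05 over all genes and 11 when adjusted over the list alone. For neutrophil genes, which IL-17 recruits, the median was 0.88 over 12 genes (camera adjusted p = 0.00591), but none had a limma adjusted p under 0.05 over all genes or adjusted over the list alone, and the groups overlapped (exact permutation test of the list's mean, two-sided p = 0.143).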

Pathway enrichment analysis (**Figures 5C, D**) indicated that 10 out of the top twenty enriched pathways were immune-related, such as the “TNF signaling pathway,” “IL-17 signaling pathway,” “Cytokine-cytokine receptor interaction,” and “Natural killer cell mediated cytotoxicity.” Enrichment analysis focusing solely on upregulated DEGs showed an even more pronounced association with immune responses (**Supplementary Figures 3A–D** and **Supporting Data 2**). These findings suggest that immune activation may represent a key mechanism in IPF-induced pulmonary vascular remodeling.

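The authors' table for the upregulated DEGs lists 68 genes under its terms; 67 were tested here, all 67 were higher in the IPF group and 45 had a limma adjusted p under 0.05. Among them, 18 genes stood under response to virus, all higher, and 14 passed that limit. Defense response to other organism listed 22 genes, and 14 of the 21 found in the FPKM values passed, with Gbp6, Gbp4 and Plac8 at the front. Plac8 (ENSMUSG00000029322, chromosome 5 of GRCm38, 100553725 to 100572245) rose from 9.06 ± 2.74 to 25.7 ± 2.37 FPKM (SD, n = 5 each; log2 fold change 1.55, standard error 0.20, adjusted p = 0.00146 from limma). Response to interferon-gamma held 9 genes, all higher, and 5 passed, or 8 adjusted over the list alone. One of them was Tgtp1 (ENSMUSG00000078922, chromosome 11, 48985327 to 48994172; log2 fold change 1.21, limma adjusted p = 0.00695), a near-identical copy of Tgtp2, so the division of reads between both is uncertain. The table for all DEGs holds 46 genes that are not in the one for upregulated DEGs, and of these 32 were lower.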

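Further lists of immune genes, not chosen on these samples, were compared by camera. Of 41 genes induced by type I interferon, 6 of which are in Fig. 6A, all were higher in the IPF group, with a median log2 fold change of 0.59 (camera adjusted p = 7.32e-27 over 35 lists); 29 had a limma adjusted p under 0.05 over all genes and 37 when adjusted over the list alone. The setting that moved this median most was a pseudocount of 1, with 0.49. Of 25 genes induced by interferon gamma, 24 were higher, with a median of 0.75 (camera adjusted p = 9.64e-20), and 17 had a limma adjusted p under 0.05, or 21 adjusted over the list alone. The medians were 0.82 for 12 B cell genes, 0.42 for 16 T cell genes and 0.45 for 9 genes of all leukocytes (camera adjusted p = 3.63e-11, 2.17e-05 and 1.59e-07), and in each of these 3 lists every IPF sample had a higher mean than every sham sample (exact permutation test, two-sided p = 0.00794). Adjusted over the list alone, 10, 9 and 9 of their genes passed 0.05 by limma, and 8, 3 and 4 over all genes. For 12 macrophage genes the median was 0.25 (camera adjusted p = 0.0168), and the groups overlapped (exact permutation test, two-sided p = 0.0714).
Camera called 17 of the 35 lists, 14 higher and 3 lower. Of these calls 14 held under fry, all but those of the macrophage, neutrophil and proliferation lists, and 4 held with the correlation between genes estimated from the samples: interferon gamma, both clock lists and the Y-linked list. With that estimate the type I interferon list had an adjusted p of 0.0870 by camera. Of 100 splits of the 10 samples into 5 and 5, the real one included, 10 called at least as many lists. The 9 others among these each exchange 1 sample of either group, and so keep much of the real difference. Over all splits other than the real one, camera called a median of 7 lists, so its calls are weak evidence on their own. From the enriched terms and pathways, the paper proposes that immune activation may be a key mechanism of the vascular remodeling.

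**Figure D3:**
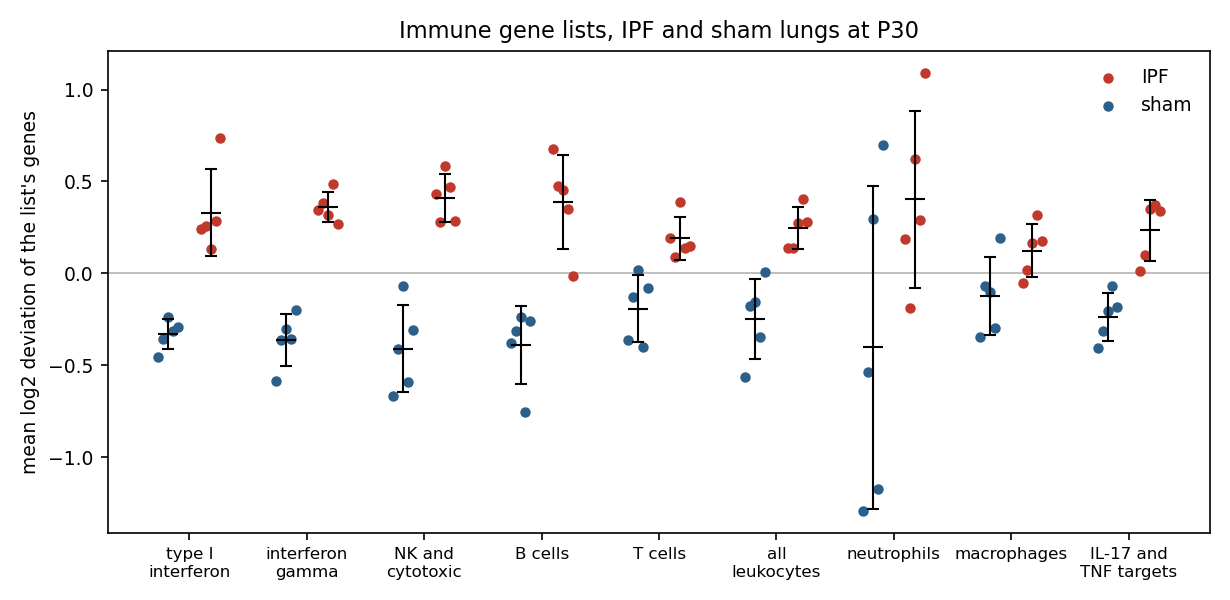
Mean log2 deviation of the genes of 9 immune lists from their mean over all lungs, for each of 5 sham (blue) and 5 IPF (red) lungs, with the mean and SD in black. IPF replicate 5 is the highest point of the type I interferon list, at 0.737, and the neutrophil and macrophage lists overlap between the groups.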

**Figure 5:**
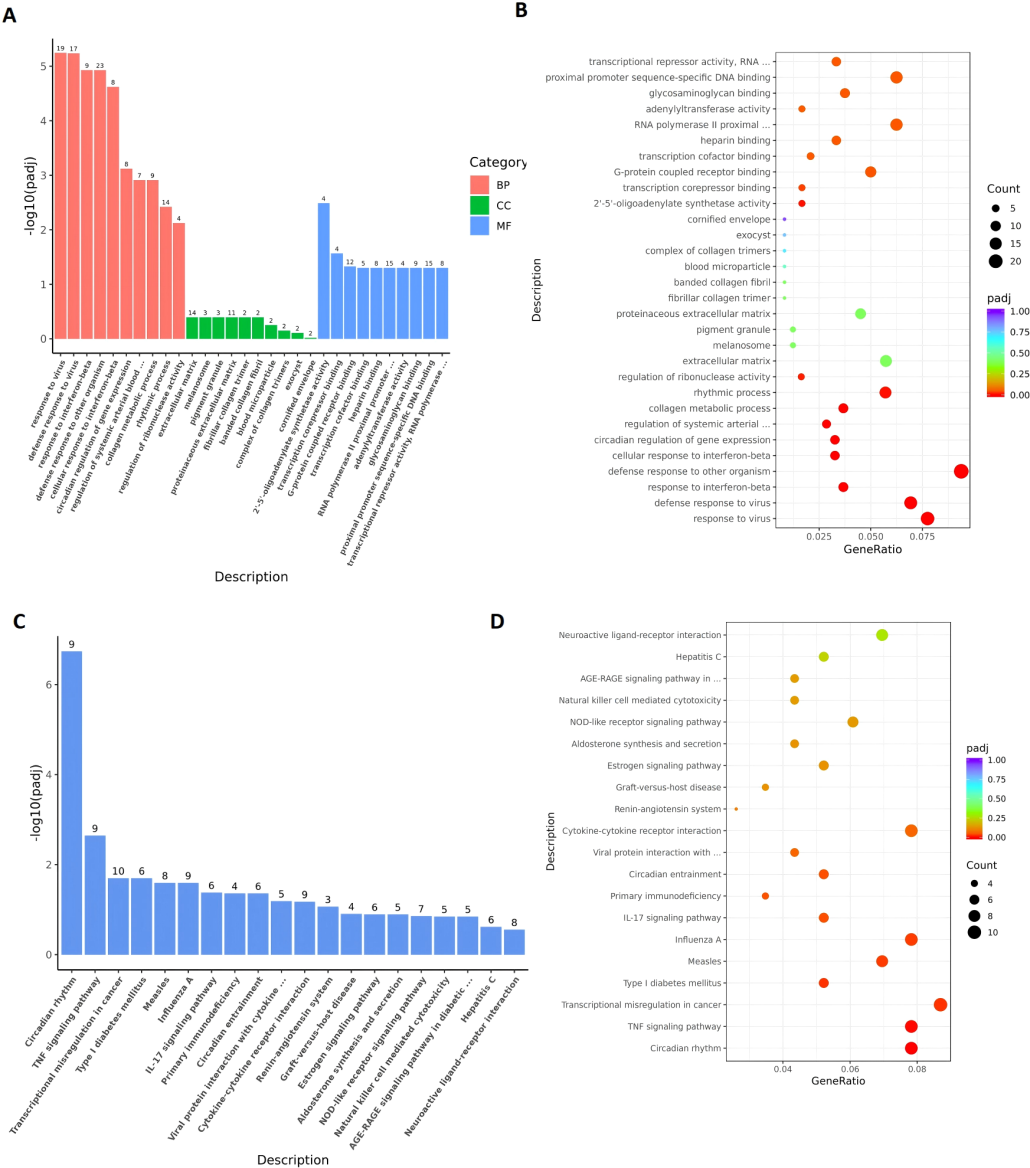
Enrichment analyses reveal dominant immune-related pathways. **(A, B)** Top 30 enriched Gene Ontology (GO) terms for all DEGs. **(C, D)** Top 20 enriched KEGG pathways for all DEGs. The enrichment score is presented as -log10(padj).

### 3.5 Immune activation is associated with vascular remodeling in IPF

To experimentally validate the transcriptomic signature indicative of an antiviral-like response, we first examined the expression of key differentially expressed genes (DEGs) within the top-ranked GO term “response to virus.” qRT-PCR analysis confirmed the significant upregulation of all nine tested DEGs in IPF lungs compared to controls (**Figures 6A, B**). This molecular signature was further corroborated at the cellular level by flow cytometry (**Figures 6C, D**). 

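In the FPKM values, the 9 genes of Fig. 6A were all higher in the IPF group, and all 9 passed both limits, with log2 fold changes from 1.01 to 2.70 and adjusted p from 0.000984 to 0.0183 by limma. The study chose them on these samples, so that all 9 also passed when adjusted over the list alone is not independent evidence. Many lie close to the fold change limit: 4 passed both limits with a pseudocount of 1, and from 5 (without sham replicate 1) to 9 when each sample was left out in turn. In 8 of the 9 the groups did not overlap. Gbp4 (ENSMUSG00000079363, chromosome 5 of GRCm38, 105115767 to 105139586) rose from 5.10 ± 0.728 to 10.4 ± 1.48 FPKM (SD, n = 5 each; log2 fold change 1.02, standard error 0.12, adjusted p = 0.000984 from limma), and Rtp4 (ENSMUSG00000033355, chromosome 16, 23520291 to 23614222) from 11.0 ± 1.13 to 23.6 ± 5.86 FPKM (SD, n = 5 each; log2 fold change 1.06, adjusted p = 0.00179 from limma). Isg15 (ENSMUSG00000035692, chromosome 4, 156199424 to 156200818), a ubiquitin-like protein induced by interferon, rose from 12.0 ± 2.87 to 28.5 ± 6.35 FPKM (SD, n = 5 each; log2 fold change 1.26, adjusted p = 0.00373 from limma). Ifi27l2a (ENSMUSG00000079017, chromosome 12, 103442167 to 103443680) rose by 1.83 (limma adjusted p = 0.00874), Oas2 (ENSMUSG00000032690, chromosome 5, 120730333 to 120749853) by 1.26 (0.00874), Mx1 (ENSMUSG00000000386, chromosome 16, 97447035 to 97462907) by 1.06 (0.0118) and Oas1a (ENSMUSG00000052776, chromosome 5, 120896256 to 120907521) by 1.01 (0.0134) on the same scale.
For Treml4 (ENSMUSG00000051682, chromosome 17, 48264295 to 48275360) the log2 fold change was 1.16 (limma adjusted p = 0.0180), and the call was lost on the adjusted p without IPF replicate 1 (0.0508) and without sham replicate 1 (0.0549), and on the fold change without IPF replicate 5 (0.99) and with a pseudocount of 1 (0.81). Spon2 (ENSMUSG00000037379, chromosome 5, 33198184 to 33218455) had the largest change, from 2.65 ± 0.495 to 23.1 ± 12.4 FPKM (SD, n = 5 each; log2 fold change 2.70, limma adjusted p = 0.0183), but only 4 of 5 IPF samples lay above all sham samples: IPF replicate 5 was at 2.80 FPKM, and the others lay between 21.1 and 35.1 FPKM. Without IPF replicate 5 the log2 fold change of Spon2 was 3.35 (limma adjusted p = 2.52e-06), and its adjusted p was above 0.05 in 5 of the 10 fits that each left out 1 sample. In the same IPF replicate 5, Rtp4 at 33.8 FPKM and Ifi27l2a at 102.4 FPKM were the highest of all samples, and sham replicate 1 had the lowest Oas1a, at 1.35 FPKM. The Oas, Gbp, Mx and Ifi27 genes have close paralogs, and Gbp4 overlaps Gbp8 and Gbp9 and Rtp4 overlaps Masp1, so reads may have been divided between them. By Xist and Y-linked genes, all 5 IPF lungs have the pattern of females and all 5 sham lungs that of males. These values can therefore not separate the operation from sex.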

While the absolute increase in T cell frequency was modest (~2–3 percentage points), the change was statistically significant and occurred in the context of a globally low inflammatory milieu, suggesting a specific immune activation in response to increased flow.

**Figure 6:**
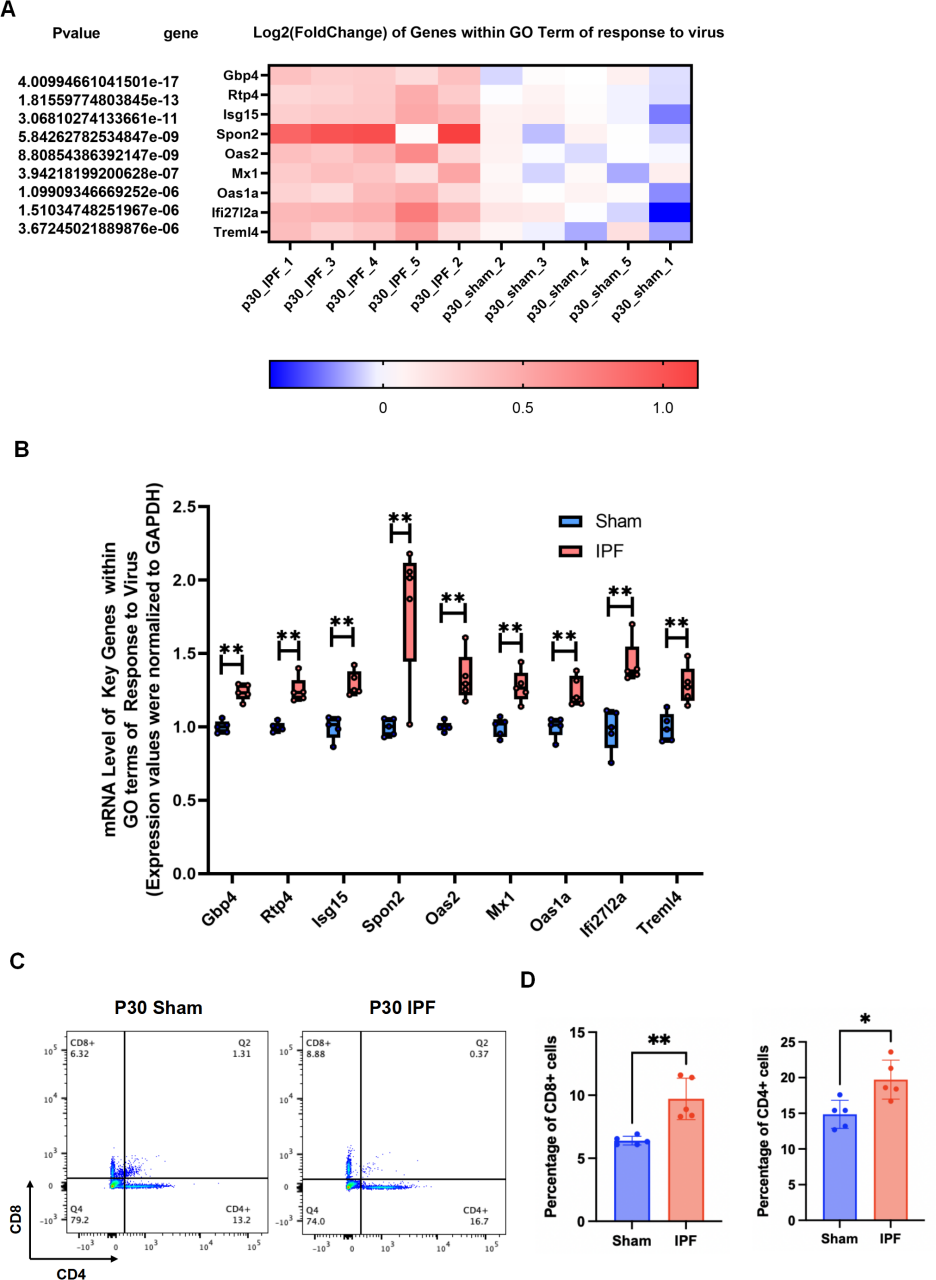
IPF activates a virus-response signature and T cell infiltration. **(A)** Heatmap displaying the expression levels of key genes involved in virus-response from RNA-seq data. **(B)** Relative mRNA expression of nine genes from the top-ranked GO term “response to virus,” as measured by qRT-PCR. **(C)** Representative flow cytometry plots showing CD4+ and CD8+ T cell populations. **(D)** Quantification of CD4+ and CD8+ T cell percentages in the lungs. Data are mean ± SD; *p < 0.05, **p < 0.01, vs. Sham group (unpaired t-test). n = 5 per group.

We next investigated whether broad immunosuppression could mitigate the resultant pathology. Treatment of IPF model mice with the immunosuppressant CsA significantly attenuated IPF-induced remodeling of the pulmonary small vasculature (**Figures 7A–D**). To specifically probe the contribution of the antiviral-like response, we administered the type I interferon receptor blocker MAR1-5A3. This targeted intervention similarly led to a significant reduction in pulmonary vascular remodeling (**Supplementary Figures 4A–C**).

**Figure 7:**
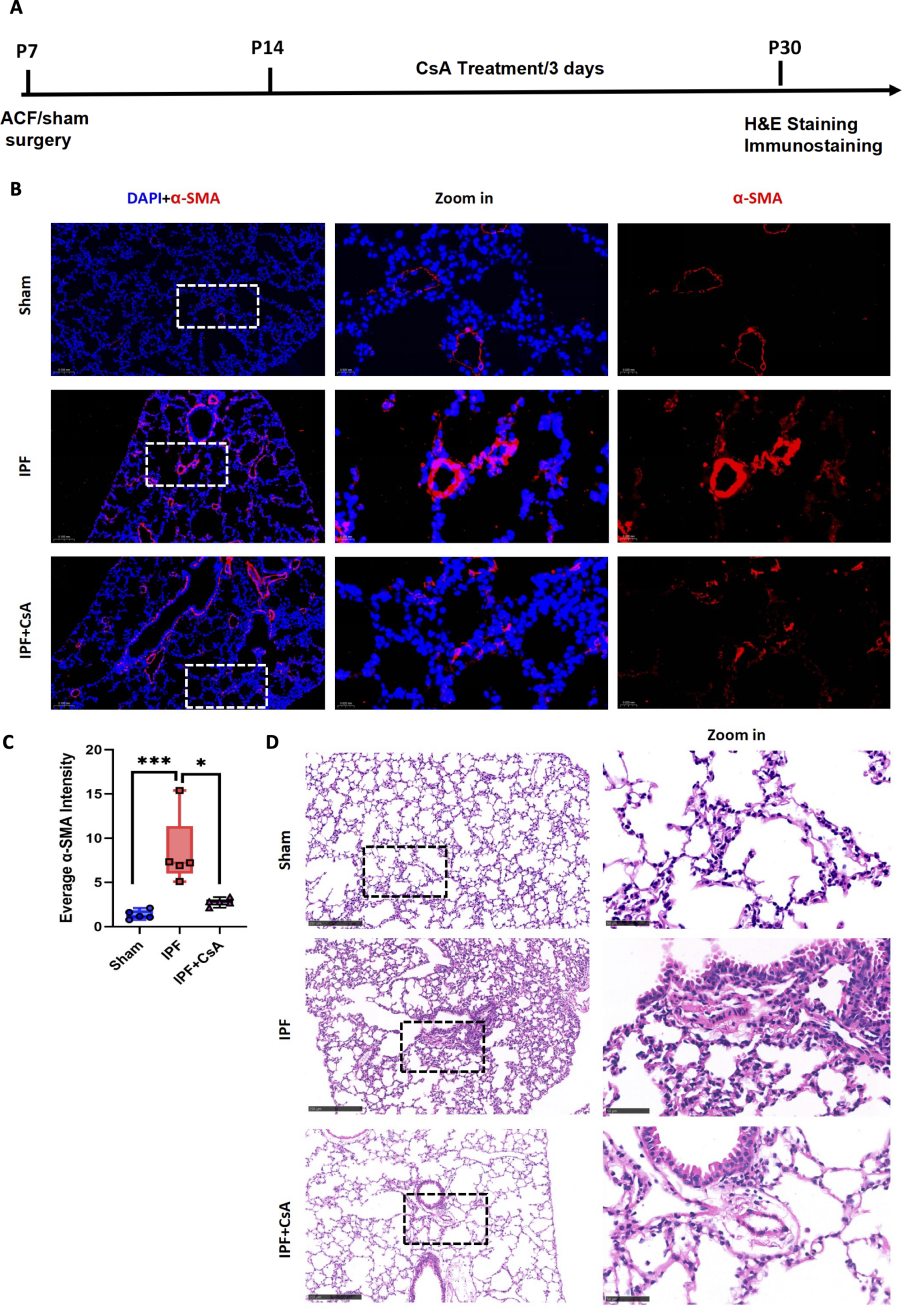
Immunosuppression attenuates IPF-induced vascular remodeling. **(A)** CsA intervention schedule. **(B)** Representative immunofluorescence images of lung sections (α-SMA in red). **(C)** corresponding quantification of α-SMA fluorescence density from Sham, IPF, and IPF+CsA groups. **(D)** Representative H&E staining of lung sections. Data are mean ± SD; *p < 0.05,* **p < 0.001 (one-way ANOVA with Tukey’s *post-hoc* test). n = 5 per group.

Collectively, these data demonstrate that the activation of an antiviral-like immune response is associated with pulmonary small vessel remodeling in neonatal IPF and is functionally involved in the remodeling phenotype, as suggested by attenuation with immunomodulatory interventions.

## 4 Discussion

Building upon our previous work, which centered on impaired alveolar development, cardiopulmonary hemodynamic adaptation, and right ventricular immune activation in postnatal volume overload (16–18), the present study elucidates novel mechanistic layers underlying pulmonary vascular remodeling. These include: direct histological and molecular evidence of small pulmonary vessel remodeling and smooth muscle phenotypic switching (characterized by upregulated Spp1 and downregulated Myh11), pathway-level identification of a dominant type I IFN/antiviral-like immune signature, and the functional attenuation of remodeling through immunosuppression (Cyclosporine A) and IFN-receptor blockade (MAR1-5A3). Our findings support a strong association between neonatal increased pulmonary flow and pulmonary vascular remodeling and further suggest that a type I interferon/antiviral-like immune program is functionally linked to this remodeling phenotype. This necessitates a critical comparison with the immunological landscape described in classical pulmonary arterial hypertension (PAH) models, revealing a potentially fundamental divergence with significant translational implications.

In canonical adult PAH models—such as those induced by chronic hypoxia or monocrotaline—the immune response is predominantly characterized as a form of sterile inflammation (19–21). The primary triggers are hypoxic stress or direct endothelial toxin injury, leading to the release of damage-associated molecular patterns (DAMPs) (22, 23). This typically results in the recruitment and activation of innate immune cells like macrophages and neutrophils, with a cytokine profile centered on IL-1β, IL-6, and TNF-α. While the adaptive immune system, particularly T cells, may be involved, it often operates within this broader inflammatory context (24, 25).

In stark contrast, our neonatal IPF model reveals an immune signature overwhelmingly skewed toward antiviral defense and type I IFN responses. GO and KEGG analyses highlight the most significantly enriched pathways as “response to virus,” “defense response to virus,” and “response to IFN-beta.” This pattern likely reflects a conserved type I interferon–dominant stress/immune program that can be triggered by non-infectious stimuli (e.g., mechanical stress or endothelial injury), rather than evidence of a literal viral-mimicking process. This immune activation is not merely transcriptional; it is functionally substantiated by a significant influx of CD4+ and CD8+ T cells and the demonstrable attenuation of vascular remodeling following treatment with the immunosuppressant CsA and IFN-receptor blocker MAR1-5A3.

This dichotomy—sterile injury-induced inflammation versus flow-induced antiviral mimicry—may lie at the heart of the translational “valley of death” in PAH therapeutics. Pharmacological agents developed and validated in adult models effectively target pathways relevant to hypoxia or generalized inflammation but may completely overlook the dominant IFN-driven and cytotoxic T-cell axes activated in early-life, flow-induced PAH (26–28). By recapitulating this unique immunophenotype, Our model provides a crucial explanatory platform for these clinical discrepancies. It posits that the immunological basis of pediatric PAH associated with congenital left-to-right shunts is distinct, potentially necessitating therapies that modulate specific antiviral-like pathways or T-cell responses rather than broad-spectrum anti-inflammatory agents.

In summary, the translational relevance of this model is underscored by three key aspects:(1) Developmental Specificity: It captures the critical postnatal window of lung and vascular maturation, a facet absent in adult models. (2) Hemodynamic Etiology: Remodeling is driven by chronic flow overload from a left-to-right shunt, rather than hypoxia or toxin exposure, closely mirroring the pathogenesis of congenital heart disease-associated pediatric PAH. (3) Distinct Immune Phenotype: The identified immune program fundamentally differs from the sterile inflammatory profiles of adult PAH models, suggesting that therapeutic targets derived from adult systems may lack efficacy in the pediatric setting.

In conclusion, beyond establishing the causative role of neonatal IPF in initiating vascular remodeling, our work emphasizes that the nature of the ensuing immune response is critically dependent on both the model etiology and the developmental stage. The neonatal IPF model unveils a previously underappreciated immunopathogenic pathway, offering a novel and clinically relevant framework for developing targeted interventions aimed at the specific immune dysregulation occurring in the developing lungs of children with left-to-right shunts. Future studies employing single-cell and spatial transcriptomic analyses will be essential to resolve the precise cellular origins and spatial interactions underpinning this unique immune program.

Several limitations of this study should be acknowledged. First, transcriptomic and RT–qPCR analyses identify pathway associations and directionally consistent expression changes but do not, by themselves, establish a singular causal mechanism. Second, bulk RNA sequencing lacks cell-type resolution, and future studies using single-cell or spatial transcriptomic approaches will be required to define cellular sources and intercellular signaling interactions more precisely. Third, vascular structure was defined using established morphological and smooth muscle marker criteria, but additional endothelial–smooth muscle co-staining would further refine structural specificity. Finally, although pharmacologic and receptor-blocking interventions provide functional support for immune pathway involvement, more cell-type–specific genetic approaches will be required to delineate precise causal pathways.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE291221 (GEO).

# Supplementary material for: Neonatal pulmonary vascular remodeling induced by increased blood flow is associated with an antiviral-like immune signature
**Source:** Front Immunol. 2026 Mar 4;17:1780303. doi: 10.3389/fimmu.2026.1780303
**Supplement:** Supplementary file 2

Supplemental Table S1 Animal usage, baseline characteristics, sex distribution, and perioperative survival

Perioperative survival and baseline characteristics of neonatal IPF model

| Variable | Sham (n=30) | IPF (n=30) | *P* value |
| --- | --- | --- | --- |
| Total animals operated | 30 | 30 | / |
| Female, n (%) | 15 (50%) | 15 (50) | 1.000 |
| Age of surgery | P7 | P7 | / |
| Surgery-related mortality (0-24h), n (%) | 2 (6.7%) | 4 (13.3%) | 0.671 |
| Early mortality (24-72h), n (%) | 1 (3.3%) | 3 (10.0%) | 0.612 |
| Late mortality (24-72h), n (%) | 0 (0%) | 1 (3.3%) | 1.000 |
| Survivors at P30, n (%) | 27 (90.0%) | 22 (73.3%) | 0.181 |

CsA intervention cohort (independent cohort with within-batch matched IPF controls)

| Arm | Cohort type | Enrolled (n) | Female/Male (n/n) | Randomized within batch | Final analyzed (n) |
| --- | --- | --- | --- | --- | --- |
| IPF+Vehicle | Independent intervention cohort | 10 | 5/5 | Yes | 5 |
| IPF + CsA | Independent intervention cohort | 10 | 5/5 | Yes | 5 |

# Supplementary material for: Neonatal pulmonary vascular remodeling induced by increased blood flow is associated with an antiviral-like immune signature
**Source:** Front Immunol. 2026 Mar 4;17:1780303. doi: 10.3389/fimmu.2026.1780303
**Supplement:** Supplementary file 3

Supplemental Table S2 Primers

Primers

| Gene |  | Sequence (5'->3') |
| --- | --- | --- |
| Gbp4 | Forward | GGAGAAGCTAACGAAGGAACAA |
|  | Reverse | TTCCACAAGGGAATCACCATTTT |
| Rtp4 | Forward | TGGGAGCAGACATTTCAAGAAC |
|  | Reverse | ACCTGAGCAGAGGTCCAACTT |
| Isg15 | Forward | GGTGTCCGTGACTAACTCCAT |
|  | Reverse | TGGAAAGGGTAAGACCGTCCT |
| Spon2 | Forward | ATGGAAAACGTGAGTCTTGCC |
|  | Reverse | TGATGCTGTATCTAGCCAGAGG |
| Oas2 | Forward | TTGAAGAGGAATACATGCGGAAG |
|  | Reverse | GGGTCTGCATTACTGGCACTT |
| Mx1 | Forward | GACCATAGGGGTCTTGACCAA |
|  | Reverse | AGACTTGCTCTTTCTGAAAAGCC |
| Oas1a | Forward | GCCTGATCCCAGAATCTATGC |
|  | Reverse | GAGCAACTCTAGGGCGTACTG |
| Ifi27l2a | Forward | GCTTGTTGGGAACCCTGTTTG |
|  | Reverse | GGATGGCATTTGTTGATGTGGAG |
| Treml4 | Forward | CTGGAGGTACTCACAACTGCT |
|  | Reverse | GGCTCTGTCCTACCATTCTATGA |
| Spp1 | Forward | AGCAAGAAACTCTTCCAAGCAA |
|  | Reverse | GTGAGATTCGTCAGATTCATCCG |
| Myh11 | Forward | AAGCTGCGGCTAGAGGTCA |
|  | Reverse | CCCTCCCTTTGATGGCTGAG |
| Mmp9 | Forward | CTGGACAGCCAGACACTAAAG |
|  | Reverse | CTCGCGGCAAGTCTTCAGAG |
| Tgfb1 | Forward | CTCCCGTGGCTTCTAGTGC |
|  | Reverse | GCCTTAGTTTGGACAGGATCTG |
| Tgfb3 | Forward | CCTGGCCCTGCTGAACTTG |
|  | Reverse | TTGATGTGGCCGAAGTCCAAC |
| Tgfb2 | Forward | CTTCGACGTGACAGACGCT |
|  | Reverse | GCAGGGGCAGTGTAAACTTATT |
| Col8a1 | Forward | ACTCTGTCAGACTCATTCAGGC |
|  | Reverse | CAAAGGCATGTGAGGGACTTG |
| Loxl1 | Forward | GAGTGCTATTGCGCTTCCC |
|  | Reverse | GGTTGCCGAAGTCACAGGT |
| Smad3 | Forward | CACGCAGAACGTGAACACC |
|  | Reverse | GGCAGTAGATAACGTGAGGGA |
| Yap1 | Forward | ACCCTCGTTTTGCCATGAAC |
|  | Reverse | TGTGCTGGGATTGATATTCCGTA |

How the deposited data were processed for this re-analysis (not part of the article)

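Whole-lung mRNA of 10 mice was analysed, 5 with increased pulmonary flow (IPF) after an aortocaval fistula made at P7 and 5 after a sham operation, all collected at P30. The authors trimmed the reads with Fastp, aligned them with HISAT2, quantified genes with StringTie and deposited FPKM values, 1 per gene and sample, with the length, position and type of each of 54532 genes. The gene positions are those of GRCm38. FPKM times gene length was a whole multiple of 1 step per sample, which gave the reads behind each value; this recovery was tested on simulated data. The recovered depth was 15483046 to 19026843 reads per sample, so a gene with 3 reads or fewer in every sample of a group was treated as at the floor. Raw reads were not used here.

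Genes with a mean FPKM of at least 0.1 over the 10 samples were tested with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes with trend) on log2(FPKM + 0.1), IPF against sham and with no covariate. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05 and an absolute log2 fold change above 1. DESeq2, which the paper used, works on counts and was not used here. Exact permutation tests over all assignments of 5 of 10 samples were two-sided. Gene lists were compared by camera with a preset correlation of 0.01, by fry, and by camera with the correlation estimated (statmod 1.5.0), adjusted over 35 lists. Of 37 lists written from general knowledge, 2 had fewer than 2 genes to test. The lists cover interferon responses, leukocyte types, structural lung cells, smooth muscle phenotypes, TGF-β, glucocorticoid, hypoxia, heat shock and immediate early responses, the circadian clock, sex-linked genes, and heart, muscle, fat, blood and thymus. Tables were prepared in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6.

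The named genes are those of Fig. 4A and Fig. 6A, those labelled in Fig. 2A, the 3 with the smallest adjusted p in each GO term the paper names, and the 5 with the largest positive and the 5 with the largest negative log2 fold change among called genes whose groups did not overlap and whose mean FPKM was at least 1 in either group. The closing section also names members of the lists. Principal components were computed on log2(FPKM + 1), centred and scaled, and samples were clustered by average linkage on correlation distance.

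The test was tested on simulated data with the depths of these samples and a dispersion of 0.03. Of 200 genes given a change, 195 were called (97.5%), with 8 false calls among 20422 genes. With no change given, 0 genes were called, and 0 of 35 lists by any of the 3 list tests. Real lungs differ in cell composition, which the simulation does not copy. Each gene was simulated independently, so the list tests were not tried on genes that vary together. The simulation therefore cannot tell how often camera with the preset correlation calls lists of such genes without cause.

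The alternatives tried were pseudocounts of 1 and 0.01, no filter and a mean FPKM of at least 1, median-of-ratios scaling, quantile normalization, the replicate number as a block, no variance trend, array weights, limma voom on the recovered reads, other limits, autosomal or protein-coding genes alone, other inputs to the principal components and clustering, and leaving out each sample in turn. A correction for gene length and GC content (known for 96.46% of genes above 0) and covariates for airway and neutrophil genes were chosen after seeing the data. The counts of called genes, of Fig. 4A and Fig. 6A genes and of called lists, and the medians of the type I interferon, contractile and clock lists, were also computed on 100 of the possible splits of the 10 samples into 5 and 5. Enrichment of GO terms and KEGG pathways was not repeated, and histology, ultrasound, flow cytometry and the cyclosporine experiments were not analysed here. Of the qRT-PCR, only points read by eye from Fig. 4B and Fig. 6B were used, set beside the FPKM values.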

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

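Results were picked for a closer look by 2 rules: 1 sample stood far from the others of its group (gap to the nearest sample over the range, Dixon's 95% limit), or a list of genes that the paper does not discuss differed between the groups. The first rule picked 24 of 167 groups, where chance gives about 8.3. Of the 24, 13 were in IPF replicate 5, 6 in sham replicate 1, 2 in sham replicate 3 and 1 each in IPF replicate 3, IPF replicate 4 and sham replicate 4. The tests of sex, collection time, sequencing depth, short transcripts, the weight of sham replicate 1, glucocorticoid genes without clock genes, cardiac tissue, B cells against macrophages and lymphoid tissue were chosen only after the result was seen.

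Xist and the Y-linked genes divide the samples by group. The median log2 fold change of 4 Y-linked genes, all 4 labelled in Fig. 2A, was -5.65 as fitted and -7.67 with each gene at its bound. Every IPF library held 0 reads of these genes, and each sham library 2530 to 3432. In a library mixed from both sexes Y-linked reads would be present, and the highest number in an IPF library was 0, which argues against mixing. X-linked genes that escape inactivation were higher in the IPF group, with a median of 0.50 (0.5029), as female IPF and male sham lungs would give. The paper reports animals of both sexes and assignment at random; a division of 5 from 5 exactly by sex would arise in a share of 0.00794 of assignments if each group had been drawn at random from 5 females and 5 males. Sex of the animals was not given with the samples, and no biological explanation beyond it was tested.

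The clock lists moved in opposite directions. The list that peaks with Arntl had a median log2 fold change of 1.87 (5 genes, higher in 5 of 5 IPF samples than in all sham samples) and the list in antiphase to it -1.77 (11 genes, lower in 5 of 5); 2 genes on each are labelled in Fig. 2A. Opposite signs are what a different phase of the clock at collection predicts. In the splits of the samples, 1 of 100 gave a change as large for the first list and 1 of 100 for the second, the real one in each case. Whether the phase differs through collection time, sex or the operation cannot be told apart: 0 sham samples had Arntl at the level of the IPF samples, and 0 of the groups hold both sexes. No time of day of collection was found in the paper.

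Of the other lists that the paper does not discuss, genes induced by glucocorticoids were lower, with a median of -0.95 (14 genes, below all sham samples in 5 of 5 IPF samples). Its clock genes as the whole cause are argued against by the 13 genes left without them, with a median of -0.87. Collection time, handling and the operation were not separated for this list. B cell genes were higher (0.82, with Ighm the most abundant at 54.4 FPKM), as were plasmacytoid dendritic cell genes (0.43, of which 2 of 8 are on other lists; Bst2 at 145.8 FPKM), heat shock genes (0.38, 4 of 5 IPF samples above all sham samples), and genes of endothelium (0.15; 0.145 before rounding, camera adjusted p = 0.0168). The endothelium list was not past 0.05 without IPF replicate 5 (median 0.15, camera adjusted p = 0.0681) or with quantile normalization (0.09, 0.0664), and over its alternatives the adjusted p ranged from 0.00452 to 0.158. A larger share of every cell type other than the structural cells would move B cell and macrophage genes alike; the B cell score rose more, by 0.53 (exact permutation test, two-sided p = 0.0238). Lymphoid tissue carried along in a few samples would leave the others at the sham level, but the B cell list was above all sham samples in 5 of 5 IPF samples. More B cells, or more RNA per B cell, stays open as a biological explanation, and sex and collection time stay open for each of these lists. In sham replicate 4 the B cell score was -0.76, where the other sham samples lay between -0.38 and -0.24.

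IPF replicate 5 stood apart in clock and related genes. Its Arntl was 3.31 FPKM (other IPF samples 5.61 to 6.85), its Npas2 1.29 (3.56 to 4.03), its score of the list with Arntl 0.52 (0.99 to 1.17) and of the list in antiphase -0.26 (-1.35 to -1.13), each nearer to the sham group than any other IPF sample. The glucocorticoid score was 0.29 (-1.02 to -0.66), just under the sham range of 0.31 to 0.79, and the hypoxia score 0.24 (-0.13 to -0.03). Its Rgcc was 169.6 FPKM (65.0 to 84.9), Creb3l1 8.99 (14.6 to 17.3), Loxl1 36.1 (65.5 to 76.3) and Spon2 2.80 (21.1 to 35.1). Its type I interferon score was the highest, at 0.74 (0.13 to 0.28), as were Ifi27l2a at 102.4 FPKM (45.7 to 53.2) and Rtp4 at 33.8 (19.2 to 22.5). Not all interferon genes went this way: its Mx1 was the lowest of the IPF samples at 0.986 FPKM, its Gbp4 the lowest at 8.24 FPKM, and so was its interferon gamma score at 0.27 (0.32 to 0.49). So the IPF sample with the least shifted clock had the highest type I and the lowest interferon gamma score of its group, but 1 sample excludes nothing, and no explanation of this sample was tested.

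Sham replicate 1 had 25486 genes above 0 (other sham samples 22836 to 23324), a PC1 score of 215.7 (1.61 to 32.4), 1.655% of its reads on genes that are not protein-coding (1.395 to 1.447), an alveolar type 2 score of -0.19 (0.0029 to 0.0751), Oas1a at 1.35 FPKM (2.12 to 2.42) and Ifi47 at 6.92 FPKM (8.83 to 9.45). Of its genes, 1338 were above 0 in no other sample, where another sample had at most 331. Deeper sequencing is argued against by its 16386455 reads, between the 15483046 and 19026843 of the others. No loss of short transcripts was seen in it: genes of up to 453 bases less genes of at least 8524 bases deviated by 0.0355. In the others this value was -0.38 to -0.05, so short genes were relatively high in sham replicate 1. Whether that adds to its number of genes was not tested. Its share of reads on genes that are not protein-coding was above the 1.37 to 1.589% of all others, so unspliced or genomic reads are a candidate explanation. The called genes do not hang on it: 179 were called without it, 157 of them among the 233.

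Cardiac muscle genes were high in IPF replicate 4 (score 2.67, other IPF samples -0.79 to -0.30) and sham replicate 3 (2.28, others -0.73 to -0.59). In both samples 9 of the 10 genes lay above all 8 others; Actc1, the most abundant, was at 57.99 and 60.8 FPKM against 15.4 to 51.8, and Myl7 at 63.9 and 55.2 FPKM against at most 2.85. Heart or pulmonary vein muscle in these lung samples is a candidate explanation, with 1 sample in each group. In sham replicate 3, Creb3l1 was at 5.86 FPKM (others 7.01 to 7.17), and in IPF replicate 3 the ciliated airway score was 1.00 (others -0.60 to -0.21), for which airway tissue in the sample was not tested apart from its effect on Myh11.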

How the results depend on the processing

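The 233 called genes (139 higher, 94 lower) depended on the limits and on low values. With a pseudocount of 1 there were 74 (38 higher, 36 lower), 73 of them among the 233; this pseudocount shrinks the change of genes with low values. Among genes with a mean FPKM of at least 1 there were 154, 54 of them lower. An adjusted p under 0.05 alone gave 1196 (759 higher, 437 lower), with 1.5-fold 598 (376 higher, 222 lower), and an adjusted p under 0.01 with 2-fold 119 (70 higher, 49 lower), as looser and stricter limits must. The other settings gave between 192 (no filter) and 294 (array weights) genes; autosomal genes alone gave 220. Across the 10 fits that each left out 1 sample, the counts ran from 164 to 303 genes, from 94 to 178 higher and from 65 to 145 lower. Lower genes outnumbered higher ones only without IPF replicate 3 (145 lower, 127 higher), and the cause was not tested.

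Of the Fig. 4A genes, 5 had an adjusted p under 0.05; there were 3 with no filter and 3 with eBayes without trend, 6 with array weights, and from 3 to 5 when 1 sample was left out. The cause was not tested. By adjusted p alone the Fig. 6A genes stayed at 9 in all 11 alternatives, and from 7 to 9 when 1 sample was left out. Past the fold change limit as well there were 4 with a pseudocount of 1 (not Gbp4, Oas2, Mx1, Oas1a and Treml4), 7 with array weights (not Rtp4 and Oas1a), 8 with quantile normalization and 8 after the correction for length and GC content (not Oas1a in both), 9 in the other 7, and from 5 (without sham replicate 1) to 9 when 1 sample was left out.

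The type I interferon list had a median of 0.59, from 0.53 to 0.65 when 1 sample was left out; with camera and the correlation estimated, its median of 0.59 had an adjusted p of 0.0870, where its alternatives ranged from 3.03e-34 to 0.0870. The same estimate left 2 of the other marker lists past 0.05, where the preset correlation gave 14 and leaving out 1 sample 11 to 15; the estimate is larger where genes of a list vary together. The contractile list ran from -0.11 to -0.03, the clock list with Arntl from 1.78 to 1.93 and the one in antiphase from -2.01 to -1.56 when 1 sample was left out, each past or short of 0.05 as before. Clustering on all genes, and on the genes not called, placed 6 of 10 samples on the side of their group in place of 10, since sham replicate 1 split off first. PC1 ordered 100% of the pairs in all 5 alternatives and without any 1 sample.

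The direction of some lists with medians near 0 turned. Secretory airway genes (-0.01) gave 0.0897 with a pseudocount of 1, 0.17 with no filter and 0.0127 after the correction for length and GC content, which was chosen after seeing the data, and from -0.35 to 0.22 when 1 sample was left out. Synthetic smooth muscle genes (0.06) gave -0.0079 with array weights and from -0.0474 to 0.13 when 1 sample was left out, and with fry their adjusted p was 0.0480, where camera gave 0.501. Leaving out 1 sample also turned alveolar type 1 genes (-0.10 to 6.15e-05), alveolar type 2 genes (-0.0684 to 0.0261), cardiac genes (-0.46 to 0.48; -0.46 without IPF replicate 4), red blood cell genes (-0.73 to 0.0588; 0.0588 without IPF replicate 3) and thymus genes (-0.0117 to 0.11). Genes induced by TGF-β (-0.10) were past 0.05 by camera only without IPF replicate 4 (-0.16), of the settings tried. The cause was not tested.

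Of the 51 named genes, 38 kept their direction and their side of an adjusted p of 0.05 under every setting; counted apart, 28 of the 51 stayed called, or not called, by both limits under every setting. Their 553 values under the alternatives were the same in direction and side of that p in 533, weaker in 12, stronger in 8 and reversed in 0; of 510 values with 1 sample left out, 32 were weaker, 4 stronger and 0 reversed. By both limits, 28 of the 553 values lost a call and 7 gained one, and 36 and 8 of the 510. The 31 other lists had 402 values under the alternatives, 374 the same, 19 weaker, 5 stronger and 4 reversed. With 1 sample left out they had 310 values, 276 the same, 12 weaker, 4 stronger and 18 reversed. Only 8 of the 31 lists kept their direction and their side of an adjusted p of 0.05 under every setting. With the replicate number as a block, 202 genes were called (119 higher, 83 lower), 189 of them among the 233, and 7 of the named genes and other lists changed, 5 weaker and 2 stronger.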

Differences from the paper's values

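The paper's text gives 192 genes lower in IPF, and 94 were called here. Of the alternatives set before the data were examined, the limit of 1.5-fold (222) and leaving out IPF replicate 3 (145) came within 1.5 times the paper's value and the others did not, from 36 with a pseudocount of 1 to 437 with an adjusted p under 0.05 alone. Neither of the 2 reached it: without IPF replicate 3 the count stayed lower, and the limit of 1.5-fold moved the genes higher to 376 and all genes to 598, further from the paper's 112 and 304. The paper's 304 genes in all and 112 higher stand against 233 and 139 here, with 303 in all without IPF replicate 5. With all samples kept, limma voom on the recovered reads gave 292 (167 higher, 125 lower) and array weights 294 (174 higher, 120 lower). The directions in the text are opposite to those drawn in the paper's volcano plot, which gives about 190 higher and about 110 lower in Fig. 2A, read by eye; here 59.7% of the called genes were higher. The supplementary table of upregulated genes in the paper counts 166 annotated genes of 245. That is more than the 112 higher genes of the text, which argues that the text exchanges the directions. Against the counts read from Fig. 2A, the 139 higher and 94 lower genes here both came within 1.5 times the paper's values.

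Of the 10 genes of Fig. 4A, the paper marks about 9 as past 0.05 in Fig. 4A, read by eye, and 5 were past it here when adjusted over all genes. Array weights, set before the data were examined, gave 6, within 1.5 times the paper's count but still short of it; the other alternatives gave 3 to 5. Adjusted over the 10 genes alone, 8 were past 0.05, and 8 before adjustment. The paper's figure gives Mmp9, Loxl1, Yap1 and Myh11 as changed, and its text also Tgfb1; Mmp9, Loxl1, Tgfb1, Yap1 and Myh11 had adjusted p of 0.09995, 0.129, 0.263, 0.127 and 0.280 by limma here. Mmp9 passed with the replicate number as a block (0.0476), Loxl1 with array weights (0.0351) and without IPF replicate 5 (0.00153), and Tgfb1 with the correction for length and GC content (0.0494), which was chosen after seeing the values. Over the alternatives other than leaving out a sample, the adjusted p ranged from 0.0476 to 0.403 for Mmp9, from 0.0351 to 0.202 for Loxl1 and from 0.0494 to 0.397 for Tgfb1. Yap1 and Myh11 passed under none of the settings tried, the lowest being 0.0501 and 0.0543.

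The log2 fold change of Xist is about 9.5 in Fig. 2A of the paper, read by eye, and was 7.82 here. A pseudocount of 0.01 (9.21) and limma voom on the recovered reads (9.46), both set before the data were examined, brought it within the spread between samples of the paper's value; the others did not.

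Krt20, Cxcl5, Acod1 and Gm5930 are labelled among the changed genes of Fig. 2A in the paper and were not called here. Krt20 passed with array weights (limma adjusted p = 0.0335) and without IPF replicate 5 (0.0395), Cxcl5 with array weights (0.0476) and without IPF replicate 5 (0.0338), and Gm5930 with the replicate number as a block (0.0476), array weights (0.0158), limma voom (0.0333) and without sham replicate 1 (0.0190). Over the alternatives other than leaving out a sample, the adjusted p ranged from 0.0335 to 0.179 for Krt20, from 0.0476 to 0.153 for Cxcl5 and from 0.0158 to 0.153 for Gm5930. Acod1 passed under none, the lowest being 0.198.

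The panels Fig. 4B and Fig. 6B are given in the paper as qRT-PCR. The highest and lowest points of each group were read by eye for 10 genes of Fig. 4B, and all 40 readings lay within 0.1 of the FPKM of a sequenced sample over the mean FPKM of the sham group (35 within 0.05; largest difference 0.0608). For 9 genes of Fig. 6B, all 36 readings lay within 0.1 of 2 raised to the log10 of that ratio (32 within 0.05; largest difference 0.0558), and 7 lay within 0.1 of the ratio itself. Of the 40 readings of Fig. 4B, 14 also lay within 0.1 of 2 raised to the log10 of the ratio (3 within 0.05). The limit of 0.1 therefore does not tell the scales apart for every reading. The heat maps are labelled as log2 in the paper. Mmp9 in IPF replicate 5 is drawn at about 0.65 in Fig. 4A, read by eye, where the log10 ratio to the sham mean was 0.653 and the log2 ratio 2.17. Spon2 in IPF replicate 2 is drawn at about 1.1 in Fig. 6A, read by eye, where the log10 ratio was 1.12 and the log2 ratio 3.73.

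The paper names GRCm39 as the genome, and the gene positions with the FPKM values are those of GRCm38.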

Other observations

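The tests of sex, collection time, the weight of sham replicate 1, airway tissue, neutrophils and the scores of interferon against leukocyte genes were chosen only after the result was seen.

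The number of called genes is larger than other divisions of the samples give. Of 100 splits of the 10 samples into 5 and 5, drawn from 126 and with the real one included, 1 called as many genes, the real one (at most 60 in another). The same held for the Fig. 4A genes (1 of 100) and the Fig. 6A genes (1 of 100), which the study picked on these samples, and for the type I interferon list (1 of 100; at most 0.46 in another split). For the contractile smooth muscle list 41 of 100 splits gave a median as far from 0, and for the number of lists called by camera 10 of 100 gave at least 17. The 9 others among these 10 each exchange 1 sample of either group and so keep much of the real difference. Of the 79 splits that exchange 2 samples of either group, none called more than 15 lists. But over all splits other than the real one, the median was 7 called lists and 0 called genes. A call by camera with the preset correlation is therefore weak evidence on its own. The counts of called genes show that the 2 groups differ, and not by which of surgery, sex or collection time.

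Genes induced by type I interferon were higher in the IPF group, with a median log2 fold change of 0.59; 1 of the 41 is on another list, and Ifitm3 is the most abundant at 526.4 FPKM. Gene length or GC bias as the whole cause is argued against by the median of 0.62 after the correction for both, and the authors' scaling by a median of at least 0.57 under the other scalings. A larger share of leukocytes may contribute: genes of all leukocytes had a median of 0.45, and the interferon score less the leukocyte score differed by 0.17 (exact permutation test, two-sided p = 0.206), with 2 of 5 IPF samples above all sham samples. Sex and collection time cannot be told apart from the operation for this list, since 0 groups hold libraries of both sexes and 0 sham samples had Arntl at the IPF level. The autosomal genes alone gave 220 called genes, so genes on the sex chromosomes make up few of the 233, but autosomal genes can differ with sex too. A response to increased flow stays open as well.

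The library of sham replicate 1, which stood apart in the clustering, does not account for the called genes, since 179 were called without it.

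Myh11 was lower in the IPF group but short of the limit. With the airway score as a covariate its log2 fold change was -0.24, and a lower share of contractile smooth muscle RNA may or may not be behind it: 7 genes of the contractile list were higher and 13 lower, with a median of -0.06 (-0.0558). Neither explanation was decided. Mmp9 may reflect neutrophils, since with their score as a covariate its log2 fold change was 0.52; the neutrophil list, 2 of whose 12 genes are on other lists, has S100a9 as its most abundant gene at 65.9 FPKM. The covariate and the group share samples, so neutrophils and other cells as the source of Mmp9 cannot be told apart.

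The lists not described elsewhere had the following median log2 fold changes, with none past 0.05 by camera apart from proliferation: proliferation 0.26 (camera adjusted p = 0.0465, fry 0.351), brown fat 0.58, adipocytes 0.50, skeletal muscle 0.33, platelets 0.28, mesothelium 0.21, immediate early genes 0.14, thymus 0.06, cardiac muscle 0.06, secretory airway -0.01, alveolar type 2 -0.01, alveolar type 1 -0.06, hypoxia -0.13, ciliated airway -0.33 and red blood cells -0.34. Brown fat passed 0.05 with fry (0.0480), with no filter (0.0312) and without sham replicate 3 (0.0445). Ciliated airway passed it with array weights (0.0161), without IPF replicate 3 (1.82e-05) and without sham replicate 5 (0.0200). Proliferation was short of it by camera in 6 of the 10 fits that each left out 1 sample. Over these fits the median ran from 0.14 to 0.73 for adipocytes and from 0.13 to 0.52 for skeletal muscle. It ran from 0.14 to 0.39 for platelets and from 0.02 to 0.33 for mesothelium.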
